# BRAF^V600E^ drives dedifferentiation in small intestinal and colonic organoids and cooperates with mutant p53 and Apc loss in transformation

**DOI:** 10.1038/s41388-020-01414-9

**Published:** 2020-08-13

**Authors:** Nadine Reischmann, Geoffroy Andrieux, Ricarda Griffin, Thomas Reinheckel, Melanie Boerries, Tilman Brummer

**Keywords:** Colorectal cancer, Mechanisms of disease

## Abstract

BRAF^V600E^ confers poor prognosis and is associated with a distinct subtype of colorectal cancer (CRC). Little is known, however, about the genetic events driving the initiation and progression of BRAF^V600E^ mutant CRCs. Recent genetic analyses of CRCs indicate that BRAF^V600E^ often coexists with alterations in the WNT- and p53 pathways, but their cooperation remains ill-defined. Therefore, we systematically compared small and large intestinal organoids from mice harboring conditional *Braf*^*floxV600E*^, *Trp53*^*LSL-R172H*^, and/or *Apc*^*flox/flox*^ alleles. Using these isogenic models, we observe tissue-specific differences toward sudden BRAF^V600E^ expression, which can be attributed to different ERK-pathway ground states in small and large intestinal crypts. BRAF^V600E^ alone causes transient proliferation and suppresses epithelial organization, followed by organoid disintegration. Moreover, BRAF^V600E^ induces a fetal-like dedifferentiation transcriptional program in colonic organoids, which resembles human BRAF^V600E^-driven CRC. Co-expression of p53^R172H^ delays organoid disintegration, confers anchorage-independent growth, and induces invasive properties. Interestingly, p53^R172H^ cooperates with BRAF^V600E^ to modulate the abundance of transcripts linked to carcinogenesis, in particular within colonic organoids. Remarkably, WNT-pathway activation by *Apc* deletion fully protects organoids against BRAF^V600E^-induced disintegration and confers growth/niche factor independence. Still, *Apc-*deficient BRAF^V600E^-mutant organoids remain sensitive toward the MEK inhibitor trametinib, albeit p53^R172H^ confers partial resistance against this clinically relevant compound. In summary, our systematic comparison of the response of small and large intestinal organoids to oncogenic alterations suggests colonic organoids to be better suited to model the human situation. In addition, our work on BRAF-, p53-, and WNT-pathway mutations provides new insights into their cooperation and for the design of targeted therapies.

## Introduction

Colorectal cancer (CRC) represents a heterogeneous disease with distinct disease mechanisms and prognoses [1]. This heterogeneity is explained by a multistep carcinogenesis, involving the dysregulation of several signaling axes with combinations of Wnt, ERK, PI3K, TGFβ, and Notch pathway alterations. These promote tumorigenesis either through transformation of intestinal stem cells (ISC) or dedifferentiation of their progeny [2]. Frequent ERK-pathway alterations comprise *KRAS* and *BRAF* mutations, although both oncogenes trigger overlapping and distinct processes [3]. The most common BRAF mutation, the V600E substitution, generates a constitutively active oncoprotein and occurs in 11% of CRCs. BRAF^V600E^ predicts poor survival, particularly in microsatellite-stable (MSS) tumors [4].

Most BRAF^V600E^-driven CRCs arise via the so-called serrated pathway that differs from the classical adenoma–carcinoma sequence in which cancers are generated by early arising Wnt-pathway alterations followed by *KRAS*, *SMAD4*, and *TP53* mutations. This concept is corroborated by the analysis of human CRC specimen and the recapitulation of the serrated histology in mouse models [5–9].

Moreover, BRAF^V600E^-mutant CRCs predominantly occur in the proximal colon, display mucinous histology and a poor differentiation status [10–13]. Mechanistically, reduced differentiation is linked to loss of CDX2, a master transcription factor for intestinal differentiation [10, 12]. Indeed, BRAF^V600E^ signaling suppresses CDX2 expression and thereby differentiation, whereas BRAF inhibitors induce epithelial re-differentiation in human CRC cell lines [10].

BRAF^V600E^-mutant CRCs show an early and distinct metastasis pattern [13]. In contrast to the classical *APC-KRAS-TP53* sequence, BRAF^V600E^-mutant CRC is less studied. The fact that BRAF^V600E^ by itself cannot trigger metastatic disease in mice [2, 8] raises the question with which other genetic alterations it cooperates in carcinogenesis. *BRAF*-mutant CRC cell lines often carry *TP53* mutations [10], suggesting their contribution to CRC progression, as observed in other entities [14]. Indeed, several observations pinpoint to a functional relationship between *BRAF*^V600E^ and *TP53* mutations in establishing metastatic CRCs. First, Rad et al. [6] showed in their mouse model that BRAF^V600E^ is more likely to induce metastatic disease in combination with *Tp53*^R172H^, although the underlying mechanisms were not addressed. Second, 58% of serrated adenocarcinoma displayed strong nuclear p53 staining, indicating mutant p53 protein [7]. A very recent analysis showed that CRCs with co-alterations in RAS or BRAF together with TP53 mutations were associated with worse overall survival and metastasis [15]. In addition, BRAF-mutant CRCs display aberrant WNT-pathway activity. For example, increased nuclear β-catenin localization and WNT target gene expression have been observed during tumor progression in BRAF^V600E^ knock-in mice [6, 16], while WNT signaling promoting alterations, e.g, *RNF43* mutations or *RSPO3* fusions, have been recently detected in *BRAF*^*V600E*^-mutant human CRCs [17–20].

These associations raise the question how the BRAF, WNT, and p53 pathways collaborate in colorectal carcinogenesis. The many (epi)genetic alterations present in human CRCs and their cell line derivatives, however, limit the retrospective functional dissection of their individual contribution to tumor initiation and progression. Therefore, the reconstruction of these events (and their interplay) is best conducted in an oncogene naive system, such as organoids from intestinal crypts of genetically engineered mice [21, 22].

Most studies using organoids for CRC-related questions, however, induce oncogenes rather in the small intestine (SI) than in the colon (COL) [9, 11, 23–25]. The fact that SI carcinomas account for only 2% of gastrointestinal tumors [26], however, raises the question whether SI organoids represent faithful CRC models. Here, we address this question by systematically comparing the cellular behavior and transcriptomes of SI and COL organoids from knock-in mice allowing the conditional expression of BRAF^V600E^ and p53^R172H^, either singly or in combination. We show that BRAF^V600E^ expression in both organoid types leads to simultaneous processes such as the collapse of the WNT-producing ISC niche and dedifferentiation. However, restoration of WNT signaling by *Apc* deficiency rescues organoids confronted with BRAF^V600E^. Moreover, mutant p53 cooperates with BRAF^V600E^ in inducing prerequisites for metastasis and in recapitulating human CRC signatures.

## Results

### BRAF^V600E^ affects the organization of SI and COL organoids

To study the consequences of BRAF^V600E^ and/or p53^R172H^ expression in an oncogene naive setting, we crossed *Braf*^floxV600E^ or *Trp53*^LSL-R172H^ knock-in mice with *Villin::CreER*^*T2*^ transgenic animals expressing the 4-hydroxy-tamoxifen (4-HT)-regulated Cre recombinase under the control of the *Villin* promoter [27] (Supplementary Fig. S1a). In the absence of Cre activity, the *Braf*^floxV600E^ allele ensures expression of wild-type BRAF [28], while *Trp53*^LSL-R172H^ contains a *lox*P-STOP-*lox*P cassette preventing p53^R172H^ expression [29]. The R172H substitution confers dominant-negative effects and corresponds to the R175H mutation found in human tumors, incl. CRCs [14]. Supplementary Fig. S1b demonstrates the efficient 4-HT induced Cre-mediated recombination of the *Braf* and *Trp53* loci in both SI and COL organoids. BRAF^V600E^ expression and its downstream effects on ERK-pathway activation were confirmed by western blotting (Supplementary Fig. S1c).

Previous studies using either SI or COL organoids noted that BRAF^V600E^ induces organoid disintegration and cell death. However, this was not observed by others (summarized in Supplementary Table S1), albeit different experimental approaches were applied, and no study has yet compared organoids from both tissues side-by-side. Here, we show that BRAF^V600E^ caused an initial rapid size expansion in both organoid types, followed by their disintegration and cell death (Supplementary Fig. S1d–g and Supplementary Videos S1, 2). Interestingly, our comparison uncovered that COL organoids disintegrated earlier than their SI counterparts, and that disintegration was slightly but significantly delayed in COL organoids by co-expression of p53^R172H^ (Supplementary Fig. S1e). Neither induction of p53^R172H^ alone (Supplementary Fig. S2a) nor 4-HT treatment of organoids lacking floxed alleles or CreER^T2^ triggered disintegration (Supplementary Fig. S2b), confirming that this phenotype is specifically caused by BRAF^V600E^.

The disintegration of BRAF^V600E^ expressing organoids prompted us to analyze their epithelial organization in more detail. As described in Supplementary Fig. S2c–f, BRAF^V600E^ induced proliferation outside of morphologically defined ISC niches, irregularities in epithelial organization, impaired tight junction function, and loss of the stem cell niches. In summary, our BRAF^V600E^ knock-in approach confirms previous findings on SI organoids showing a profound impact of transgenic BRAF^V600K^ or BRAF^V600E^ on organoid organization [9, 30] and demonstrates for the first time that BRAF^V600E^ affects similar processes in COL organoids.

### BRAF^V600E^ and p53^R172H^ collaborate in inducing transcriptomic changes reminiscent of human CRC

Following the analysis of BRAF^V600E^ (and p53^R172H^)-induced changes in SI and COL organoids, we assessed the impact and functional relationship of the two oncogenic mutations in both organoid types by RNA sequencing (RNA-Seq). The principle component analysis (PCA) shows that the gene expression profiles of SI and COL organoids significantly differ in their oncogene naive ground state (Supplementary Fig. S3a). As expected from their phenotypes, organoids expressing BRAF^V600E^, either singly or in combination with p53^R172H^, exhibited strong changes in their transcriptomes, while mutant p53 alone had only little impact on gene expression. Gene set enrichment analysis (GSEA) confirmed that p53^R172H^-mutant organoids displayed altered expression of p53 pathway genes, indicating successful loss of p53 wild-type function (Fig. 1a). Oncogene induction in BRAF^V600E^ and BRAF^V600E^/p53^R172H^ organoids induced a strong p53 signature; however, diminished p53 target gene activation could still be detected within the double-mutant organoids. Figure 1b compares the relative fold changes of selected transcripts upon induction of BRAF^V600E^, alone or in combination with p53^R172H^, in SI and COL organoids. In both organoid types, BRAF^V600E^ induced transcripts associated with metabolic rewiring (e.g., the glycolytic key enzymes HK1/2) as well as an immediate early gene response as reflected by the FOS family transcription factors (*Fosl1*, *Fos*) and negative feedback regulators of the EGFR/RAS/RAF/MEK/ERK pathway, such as *Dusp4/5/6*, *Spry4*, and *Errfi1*. Of note, these and other transcripts were shown to be reversely affected by BRAF inhibitors in human CRC cell lines [10, 31], and their cross-validation in clinical CRC samples and prognostic relevance is presented in a literature survey in Supplementary Table S2. Many transcripts positively associated with invasion and metastasis were upregulated in both organoid types. Interestingly, several of them displayed a more pronounced fold change in COL than in SI organoids, or were exclusively altered in COL organoids. Examples for this category are *Myof* [32] and *Fgf15*, whose human orthologue FGF19 has been linked to CRC aggressiveness [33] (Fig. 1b, c). A switch to pro-metastatic processes becomes further evident by the upregulation of β-integrin subunits such as *Itgb4* (Fig. 1b) and ITGB1, which is recruited to the organoid plasma membranes (Supplementary Fig. S3b) [34].

**Fig. 1:**
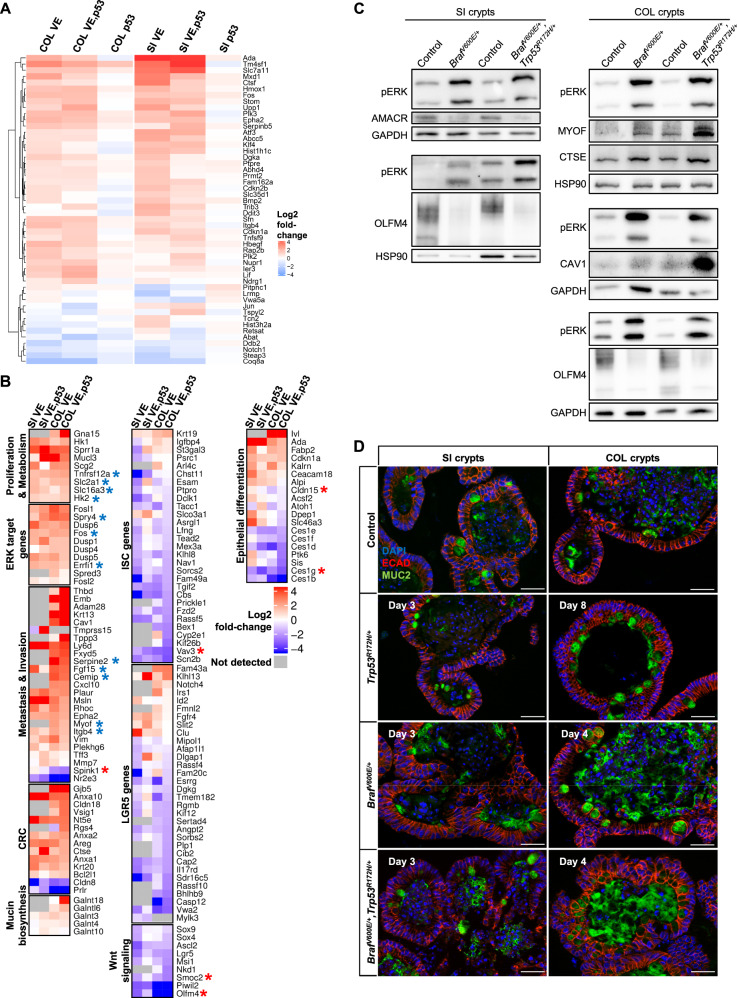
RNA-Seq of *Braf*^*V600E/+*^ (VE) and *Trp53*^*R172H/+*^ (p53) single and *Braf*^*V600E/+*^*,Trp53*^*R172H/+*^ (VE,p53) double-mutant SI and COL organoids (GSE132551). **a** Heatmap of the log2 fold changes (induced vs. non-induced, color coded) of the genes listed in the HALLMARK_P53_PATHWAY MSigDB gene set. **b** Heatmap of selected differentially regulated transcripts. Color code represents the log2 fold change (induced vs. non-induced). Asterisks marked genes have already been found to be among the top 50 of differentially regulated genes in human CRC cell line spheroids upon BRAF^V600E^ inhibition ([10]; blue = downregulated; red = upregulated). **c** Western blots (WB) of SI and COL organoids using the indicated antibodies. GAPDH and HSP90 serve as loading controls. Each subpanel identified by its pERK detection reflects a distinct biological experiment. **d** MUC2 IF staining of formalin-fixed paraffin-embedded (FFPE) SI and COL organoid sections shows enhanced mucin production within mutant organoids, with highest levels in double-mutant ones. Scale bars: 50 µm.

Likewise, BRAF^V600E^-mutant organoids more abundantly expressed transcripts associated with human CRC and, in line with the mucinous phenotype of human BRAF^V600E^-positive tumors, mucin biosynthesis (Fig. 1b). Indeed, BRAF^V600E^-expressing organoids secreted Mucin2 (Muc2) into their lumina, while expression of this glycoprotein was largely confined to Goblet cells in control and p53^R127H^-positive organoids (Fig. 1d). The upregulation of Cathepsin E (*Ctse*), a protease that is strongly associated with serrated adenoma [35, 36], represents another parallel to human CRCs (Fig. 1b, c; Supplementary Fig. S3c). Moreover, genes like *Cldn18* and the two cell-junction protein genes *Gjb5* and *Vsig1*, which all have been associated with the serrated pathway [36, 37], were only detected in COL organoids and especially upregulated in the double-mutant ones (Fig. 1b). This is in line with a highly significant correlation of the BRAF^V600E^-expressing COL organoids with gene expression profiles from human sessile-serrated adenoma (SSA) patients (Supplementary Fig. S4).

Given that BRAF^V600E^ has been implicated in ISC exhaustion in SI organoids [9, 11], we were interested whether BRAF^V600E^ (and p53^R172H^) would affect transcripts associated with intestinal stemness and the Lgr5/Wnt-signaling pathway. As shown in Fig. 1b, BRAF^V600E^ suppressed many transcripts, which have been linked to ISC biology [38], in both organoid types. This includes, the ISC niche markers *Olfm4* and *Smoc2*, which have been linked to Wnt signaling [39] (Fig. 1b, c), and supports the aforementioned morphological observation that the integrity of the ISC niche is lost (Supplementary Figs. S1d and S2f).

Moreover, induction of BRAF^V600E^ also decreased intestinal differentiation markers, in particular in COL organoids (Fig. 1b). This agrees with our previous study showing that BRAF^V600E^ inhibitors induce epithelial differentiation markers such as Claudin-15, AMACR, and carboxyesterases (Ces) in human CRC cell lines [10]. The latter two as well as *Sis*, encoding a sucrase isomaltase downregulated by BRAF^V600E^ in COL organoids, are well-known CDX2 target genes [40, 41]. This suggests that BRAF^V600E^ also counteracts epithelial differentiation in murine oncogene naive organoids.

In summary, RNA-Seq identified profound differences between SI and COL organoids upon oncogene expression. Importantly, our side-by-side comparison revealed that the BRAF^V600E^-mutant COL organoids more abundantly express transcripts associated with human CRC.

### Oncogene naive SI and COL crypts significantly differ in ERK-pathway activity

The marked differences between SI and COL organoids in response to oncoprotein expression prompted us to compare the transcriptomes of primary intestinal crypts. 

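Crypts are the gland-like pockets of the intestinal epithelium that hold its stem and progenitor cells. RNA-Seq was performed on freshly isolated crypts of 4 wild-type donor mice, and each mouse gave 1 SI and 1 COL library, so that 4 SI and 4 COL libraries were compared. The legend of Fig. 2 numbers the mice 1 to 4, while the sample labels give the last of them the number 5. Both name mice 1 and 4 as female and mice 2 and 3 as male. The protocol for crypt isolation is given for the organoid cultures. In it, villi are scraped off the SI, and the colon is kept longer and in more EDTA than the SI. Paired-end reads were trimmed with Trimmomatic, aligned to the mouse genome mm10 and counted per gene with STAR. The authors deposited these counts without normalization for 45706 Ensembl genes. The paper's text names neither the annotation release nor whether the counting used the strand. Gene symbols and coordinates were taken from GENCODE vM21 (GRCm38, the assembly of mm10), which holds 45143 of these genes. The total counts were 30368676, 21156329, 24765888 and 27498013 in SI1 to SI4, with a median of 26131950.5, and 23634863, 15969428, 28774262 and 32908060 in COL1 to COL4, with a median of 26204562.5. Within each tissue, every pair of libraries differed by more than the sampling noise, with a chi-square per gene between 86.5 and 1165 in COL and between 112.0 and 707.3 in SI, so no 2 of them are repeat counts of one library. The 8 libraries were used as replicates by their labels. Mitochondrial transcripts took 4.83% to 7.35% of the counts in SI1, SI4, COL3 and COL4 and 22.7% to 50.8% in SI2, SI3, COL1 and COL2. This difference in mitochondrial share cut across the tissues, with 2 SI and 2 COL libraries at either level. Counts were normalized with edgeR's TMM method, which gave factors of 0.73 to 0.80 for SI and 1.01 to 1.45 for COL libraries. SI was compared with COL by edgeR's quasi-likelihood test on the 14491 genes that passed filterByExpr, with Benjamini-Hochberg adjustment and the paper's threshold of 0.05, and without a term for the donor mouse. Positive log2 fold changes stand for higher expression in SI. Limma, which the methods name without its settings, was run as an alternative. Expression is given as CPM, the count scaled to a fixed total by the TMM-normalized library size.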

As shown by the PCA in Fig. 2a, SI and COL crypts significantly differed in their transcriptomic ground state. 

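Principal component analysis of log2 CPM, with each gene scaled to unit variance, placed 45.5% of the variance on PC1 and 22.9% on PC2. The PC1 score was -68.9 ± 41.9 in SI crypts and 68.9 ± 31.0 in COL crypts (SD, n = 4 mice each). All 4 SI libraries lay on one side of all 4 COL libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Among the libraries with a high share, PC1 was -24.2 in SI2 and -48.5 in SI3 against 91.3 in COL1 and 99.8 in COL2. Among those with a low share, it was -120.8 in SI1 and -82.0 in SI4 against 40.9 in COL3 and 43.4 in COL4. PC2 ranged from -86.2 in COL2 to 76.7 in COL4 and did not part the tissues. The choice of genes moved the share of PC1 most, to 89.9% with the 500 most variable genes. The share was 66.6% when genes were centred but not scaled.

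Of the 14491 genes tested, 4116 (28.4%) differed between SI and COL crypts at an adjusted p-value below 0.05, with 2253 higher in SI and 1863 higher in COL. In 4045 of them the difference had the same direction in all 4 donor mice. For 4850 genes (33.5%) the CPM values of SI and COL did not overlap, where chance alone gives 2.86%. Across genes, which are not independent replicates, deviations from the tissue mean correlated at -0.24, 0.39, -0.08 and 0.33 between the SI and COL libraries of mice 1 to 4 (0.10 on average), and on average at -0.03 between libraries of different mice. The correlation was positive in mice 2 and 4, whose SI and COL libraries had the same level of mitochondrial share. It was negative in mice 1 and 3, whose libraries had different levels, so these values do not measure the donor alone. With the donor mouse as a block, 4072 genes differed, and 3743 of these were among the 4116 with the same direction. Scaling by library size alone, in place of TMM, moved the median log2 fold change of all genes tested from -0.09 to -0.82. It gave 5903 genes, 1115 of them higher in SI and 4788 higher in COL.

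Among well-expressed genes that changed alike in all mice, the 5 largest log2 fold changes toward SI were those of Apoa4 (10.88), Fabp1 (10.77), Apoa1 (10.52), Lct (10.28) and Anpep (10.02), which encode lipid-handling proteins and brush-border enzymes. The 5 largest toward COL were those of Mptx1 (-9.36), St6galnac6 (-7.91), 1810065E05Rik (-6.95), Car1 (-6.75) and Nupr1 (-6.07). Fabp1 lies on chromosome 6 from 71199827 to 71205023 and had 7660 ± 2487 CPM in SI and 4.35 ± 6.02 CPM in COL (SD, n = 4), with an adjusted p of 0.000124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. St6galnac6 lies on chromosome 2 from 32599709 to 32620806 and had 2.47 ± 1.63 CPM in SI and 598.6 ± 174.5 CPM in COL (SD, n = 4), with an adjusted p of 1.8e-05 from the same test. Of the longest Apoa4 and Mptx1 transcripts, 60.9% and 17.9% of the 50-base stretches also occur in a transcript of another gene, so part of their reads could have been assigned elsewhere.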

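Of the ERK-pathway transcripts in Fig. 2b, which range from kinases to phosphatases of the Dusp family, Sprouty and Spred inhibitors and target genes, 29 were analysed here. All 29 passed the filter on low counts. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 11 of them differed between SI and COL crypts. Dusp6, Ksr1, Fos, Dusp5, Mapk8, Dusp16, Stat3 and Mknk1 were higher in SI, with log2 fold changes from 1.13 to 2.36. Spred1, Dusp7 and Fosl1 were higher in COL. Adjusted over the 29 genes alone, 12 differed, Spry2 being added. All 11 differences had the same direction in all 4 donor mice, and the same 11 genes were called with the donor mouse as a block. Leaving out 1 library at a time gave between 9 and 12 genes, and 9 of the 11 were called in each of these fits.

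The other 18 transcripts were not past the threshold, with adjusted p-values from 0.0588 to 0.857 by edgeR's quasi-likelihood test. The log2 fold change was within 0.2 of no change for 6 of them, namely Mapk3, Spred2, Mapk14, Map2k1, Braf and Hras. For Braf it was -0.13 (standard error 0.25), for Map2k1 -0.12 (standard error 0.34) and for Mapk3 0.16 (standard error 0.27), so the difference was smaller than its error for these kinases. Scaling by library size alone lowered the log2 fold changes of all genes and changed the balance of the list, with 4 genes called higher in SI and 8 called higher in COL. Relative to the median gene, 18 of the 29 transcripts lay toward SI under this scaling, and 18 had a positive log2 fold change with TMM.

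Fosl1, on chromosome 19 from 5447547 to 5455946, had the lowest log2 fold change, -3.90 (standard error 1.12, adjusted p = 0.0202 from the same test), but rested on 0 to 5 counts per SI library and 9 to 111 per COL library. In the longest Fosl1 transcript, 58.9% of the 50-base stretches also occur in the antisense gene Ccdc85b. The share found in another gene is 20.5% for Dusp5 and 19.4% for Spry1. Reads of these genes could therefore have been split or left uncounted.

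**Figure D1:**
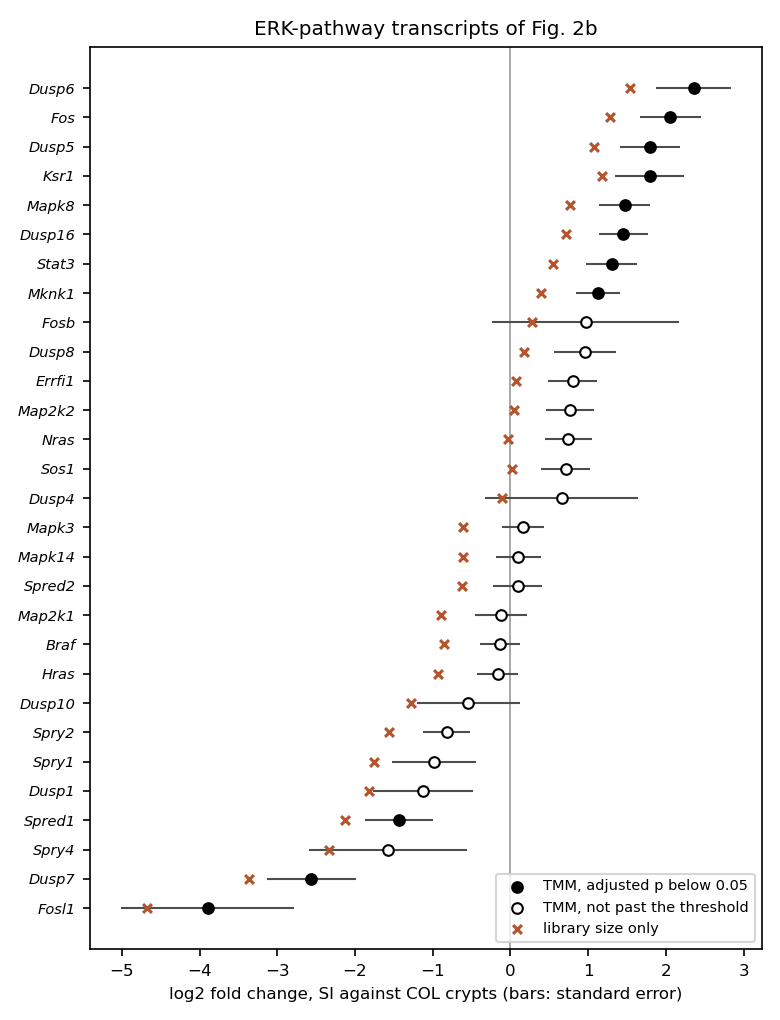
Log2 fold change between SI and COL crypts for 29 ERK-pathway transcripts of Fig. 2b, with positive values for higher expression in SI and bars for the standard error (4 libraries per tissue). Filled circles mark the 11 genes with an adjusted p-value below 0.05 after TMM normalization, open circles the other 18, and crosses the values after scaling by library size alone, which lie to the left of the circles for every gene.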

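Dusp6 (ENSMUSG00000019960), which encodes a phosphatase of ERK and is itself an ERK target gene, lies on chromosome 10 from 99263231 to 99267489. It had 116.7 ± 35.9 CPM in SI and 22.7 ± 13.1 CPM in COL crypts (SD, n = 4), a log2 fold change of 2.36 (standard error 0.48, adjusted p = 0.00374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the donor mouse as a block, the adjusted p was 0.00067. Its log2 fold change stayed between 2.09 and 2.63 with each library left out in turn. The difference in mean log2 CPM was 3.05 among the libraries with a high mitochondrial share and 2.05 among those with a low share.

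Ksr1 (ENSMUSG00000018334), the gene of the RAF/MEK/ERK scaffold protein, lies on chromosome 11 from 79013440 to 79146407. It had 34.1 ± 2.24 CPM in SI and 9.90 ± 7.72 CPM in COL crypts (SD, n = 4), a log2 fold change of 1.79 (standard error 0.44, adjusted p = 0.0106 from the same test). With the donor mouse as a block, the adjusted p was 0.0047. Every SI library was above every COL library (two-sided exact permutation test, p = 0.0286). COL2, with 21.3 CPM, lay closer to SI than COL1, COL3 and COL4, with 4.31, 7.36 and 6.62 CPM, and without it the log2 fold change of Ksr1 was 2.51. Within the libraries of high and of low mitochondrial share, the difference was 1.86 and 2.23. When tested against a log2 change of 1 instead of 0, Ksr1 was not past the threshold (adjusted p = 0.0872). Its paralog Ksr2 was under the filter, with at most 8 counts in any SI and at most 23 counts in any COL library.

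**Figure D2:**
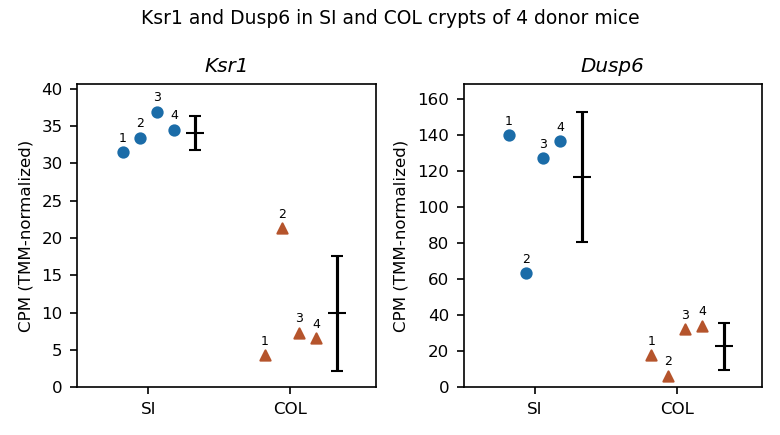
TMM-normalized CPM of Ksr1 and Dusp6 in each SI (circles) and COL (triangles) crypt library, numbered by donor mouse, with the mean and SD of the 4 libraries beside the points. For both genes all SI libraries lie above all COL libraries, and the COL library of mouse 2 has the highest Ksr1 and the lowest Dusp6 of the COL libraries.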

Importantly, crypts from both tissues displayed unanticipated differences in the expression of ERK-pathway elements and target genes (Fig. 2b–e). For example, KSR1, a potent RAF activator and scaffolding protein for the three core kinases of the RAF/MEK/ERK module [42, 43], was more highly expressed at the RNA and protein level in SI organoids. Commensurate with previous studies in other cell types (see references [42, 43] and references therein), we demonstrate a positive correlation between KSR1 expression and MEK/ERK phosphorylation for intestinal tissue (Fig. 2d, e). Of note, KSR1 expression, MEK/ERK phosphorylation, and expression of the ERK target gene DUSP6 were highest in proximal SI, the tissue usually used for organoid generation [21] (Fig. 2d). In contrast, but as expected from previous observations [44], Cdx2 expression increased along the anterior–posterior axis. Interestingly, Spred and Sprouty (Spry), which suppress the ERK pathway at its apex [45], were also more abundantly expressed in COL crypts. These observations indicate that the ERK axis is more stringently controlled in the COL, and that higher pathway activity is tolerated in the SI.

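Of the Sprouty and Spred genes, Spry1, Spry2, Spry4, Spred1, Spred2 and Spred3 were tested, and Spred1 was past the threshold. Spred1, on chromosome 2 from 117121374 to 117182279, had 2.95 ± 1.47 CPM in SI and 8.00 ± 1.57 CPM in COL crypts (SD, n = 4), a log2 fold change of -1.44 (standard error 0.44, adjusted p = 0.0292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0284 with the donor mouse as a block). It lost significance in 4 of the 8 fits that each left out 1 library. Spry2, on chromosome 14 from 105891947 to 105896819, had 9.26 ± 3.07 CPM in SI and 16.4 ± 0.72 CPM in COL, and all SI libraries were below all COL libraries (two-sided exact permutation test, p = 0.0286). Its log2 fold change of -0.82 (standard error 0.30) had an adjusted p of 0.0588 by edgeR's test and 0.0653 with the block. Spry2 was past the threshold with limma-voom (adjusted p = 0.0374) and DESeq2 (adjusted p = 0.0309), but not with limma-voom and the block. The log2 fold changes of Spry1, Spry4 and Spred3 were -0.98, -1.58 and -1.42, with adjusted p-values of 0.204, 0.272 and 0.348 by edgeR's test. Their standard errors were 0.54, 1.01 and 1.08, and their counts were at most 28, 16 and 9 in any SI library. Spred2 did not differ, at 9.91 ± 1.87 CPM in SI and 9.31 ± 2.93 CPM in COL (SD, n = 4). Its log2 fold change of 0.09 (standard error 0.32) changed sign to -0.63 with scaling by library size alone. Relative to the median gene under that scaling, it stayed positive, at 0.19. Under that scaling, Spry1, Spry2 and Spred1 were past the threshold.

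The mean log2 CPM over the 6 genes was 0.63 ± 0.52 in SI and 1.77 ± 0.21 in COL (SD, n = 4), and it was lower in SI in all 4 mice. The difference of -1.14 had the smallest p that an exact permutation test allows for 4 libraries against 4 (two-sided, p = 0.0286, adjusted to 0.0457 over the 16 gene lists tested). The adjusted value depends on which lists are counted. Lists of tissue-marking genes, such as those of enterocytes and colonocytes, had the same smallest p, which lowers it. Paired by mouse, the exact sign-flip test also gave its smallest possible p, 0.125. Set against all other genes, the list of 6 genes was not past the threshold in limma's camera test (adjusted p = 0.139 over the 16 lists from limma, and adjusted p = 0.174 with the donor mouse as a block).

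**Figure D3:**
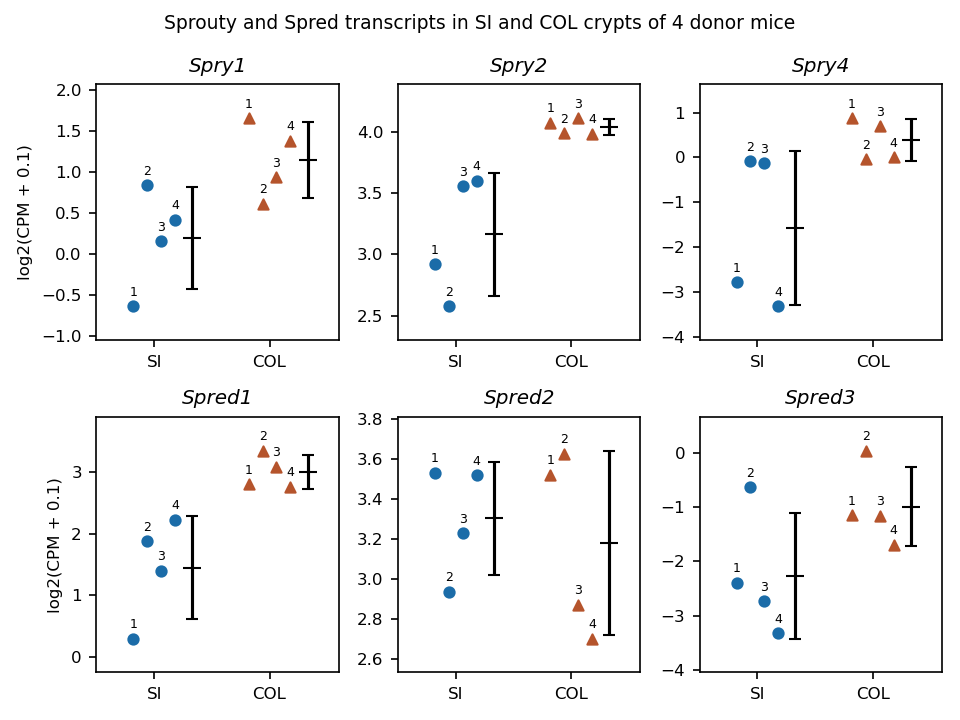
Expression of 6 Sprouty and Spred genes as log2(CPM + 0.1) in each SI (circles) and COL (triangles) crypt library, numbered by donor mouse, with the mean and SD of the 4 libraries beside the points. SI and COL do not overlap for Spry2, Spry4 and Spred1, and they overlap for Spry1, Spred2 and Spred3.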

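Over the 29 transcripts of Fig. 2b, the mean log2 CPM was 3.48 ± 0.15 in SI and 3.29 ± 0.10 in COL crypts (SD, n = 4). The difference of 0.19 was positive in 3 of the 4 mice and not past the threshold (two-sided exact permutation test, p = 0.114, and exact sign-flip test by mouse, p = 0.25). Phosphatases of the Dusp family in Fig. 2b did not all change in one direction. The paper counts Dusp4, Dusp5, Dusp6 and Errfi1 among negative feedback regulators, which BRAF V600E induced in organoids. A higher level of these can therefore go with more pathway activity. Dusp5 and Dusp16 were higher in SI, by log2 fold changes of 1.80 (standard error 0.38) and 1.45 (standard error 0.31), with adjusted p-values of 0.00459 and 0.00474 from edgeR's quasi-likelihood test. Dusp7 was higher in COL, with a log2 fold change of -2.56 (standard error 0.57, adjusted p = 0.00578 from the same test). Dusp1, Dusp4, Dusp8, Dusp10 and Errfi1 were not past the threshold. From the expression of KSR1, Spred and Sprouty, together with MEK/ERK phosphorylation and DUSP6 on Western blots (Fig. 2d, e), the paper infers that control of the ERK axis is tighter in COL and that the SI tolerates more pathway activity.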

**Fig. 2:**
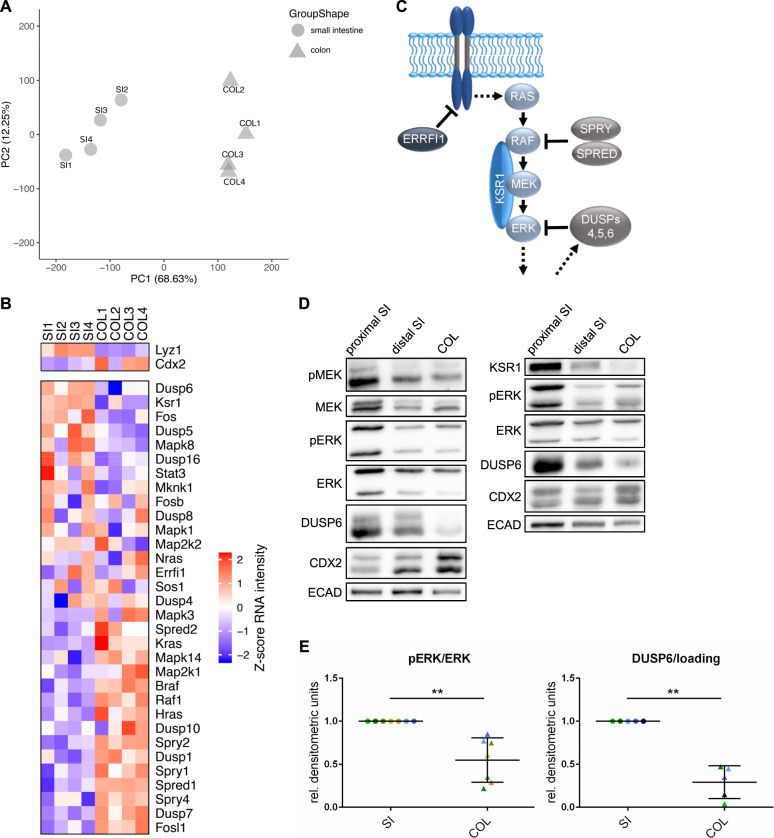
Primary small and large intestine exhibit differences in basal ERK-signaling activity (GSE132546). **a** PCA of RNA-Seq of freshly isolated small intestinal (SI, circles) and colonic (COL, triangles) crypts from two female (no. 1, 4) and two male (no. 2, 3) donor mice. SI and COL show a clear separation according to PC1. **b** Heatmap of transcripts encoding ERK-pathway components shows differential expression between SI and COL crypts freshly isolated from the four donor mice described in **a**. Color code represents the row-wise scaled (*Z* score) RNA intensity. **c** Simplified cartoon visualizing ERK-pathway components of particular interest. **d** WB of SI and COL crypts with the indicated antibodies. E-cadherin serves as loading a control. Of note, RNA-Seq revealed that other loading controls, such as GAPDH or beta-actin were differentially expressed between SI and COL crypts. Only E-cadherin displayed a negligible log2 fold change of 0.004. **e** Quantification of WB analyses of pERK and DUSP6. ERK phosphorylation was normalized to total ERK expression, and DUSP6 was normalized to internal loading control. Green/brown colors indicate whole-tissue lysates, while blue colors indicate isolated crypt lysates. Each color depicts one donor mouse. Data are presented as mean ± SD. **P ≤ 0.01 (paired *t* test, *n* ≥ 3 donor mice).

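Above the ERK-pathway transcripts, Fig. 2b shows Lyz1 and Cdx2. Lyz1, which encodes the lysozyme of Paneth cells, lies on chromosome 10 from 117287797 to 117292868. It had 401 ± 262 CPM in SI and 1.36 ± 1.18 CPM in COL crypts (SD, n = 4), a log2 fold change of 8.18 (standard error 0.93, adjusted p = 8.31e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In SI1 it was 61.3 CPM, against 401 to 700 CPM in SI2 to SI4. The longest Lyz1 transcript shares 16.1% of its 50-base stretches with its paralog Lyz2, so some Lyz1 reads could have been left uncounted. Cdx2, which encodes a homeobox transcription factor, lies on chromosome 5 from 147300805 to 147307270. It had 37.6 ± 7.96 CPM in SI and 69.0 ± 30.2 CPM in COL (SD, n = 4). Its log2 fold change of -0.87 (standard error 0.36) was not past the threshold, with an adjusted p of 0.0918 by edgeR's test and 0.0978 with the donor mouse as a block. Cdx2 was 101.1, 74.3 and 72.3 CPM in COL1, COL3 and COL4, but 28.2 CPM in COL2, just below the lowest SI library (28.3 CPM in SI2). Without COL2, the log2 fold change was -1.12, with an adjusted p of 0.013.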

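Gapdh, on chromosome 6 from 125161715 to 125166467, had 2015 ± 765 CPM in SI and 791.3 ± 403.9 CPM in COL crypts (SD, n = 4). It was higher in SI in all 4 mice, but the ranges overlapped, and its log2 fold change of 1.35 (standard error 0.51) had an adjusted p of 0.0687 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 0.0747 with the donor mouse as a block. With limma-voom, the log2 fold change was 1.50, with an adjusted p of 0.0327. Actb, which encodes beta-actin, lies on chromosome 5 from 142903115 to 142906754 and had 13827 ± 1371 CPM in SI and 3016 ± 552.2 CPM in COL (SD, n = 4). Its log2 fold change was 2.20 (standard error 0.55, adjusted p = 0.011 from edgeR's test, and 0.0542 with the block). No SI library overlapped a COL library in Actb (two-sided exact permutation test, p = 0.0286). In the longest transcripts of Gapdh and Actb, 27.8% and 14.2% of the 50-base stretches also occur in other genes, so their counts depend on how such reads were assigned.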

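Cdh1, which encodes E-cadherin, lies on chromosome 8 from 106603351 to 106670246. It had 648.1 ± 141.3 CPM in SI and 651.5 ± 157.7 CPM in COL crypts (SD, n = 4), a log2 fold change of -0.0075 with a standard error of 0.35 (adjusted p = 0.991 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the donor mouse as a block it was 0.0012. With each library left out in turn, it ranged from -0.16 to 0.13. Scaling by library size alone lowered it to -0.76. That scaling moved the median log2 fold change of all genes to -0.82, and relative to this median Cdh1 was at 0.06.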

### BRAF^V600E^ induces a fetal signature in murine organoids that closely resembles transcriptome profiles of human BRAF-mutant CRCs

Interestingly, our RNA-Seq analysis revealed that BRAF^V600E^ triggers processes linked to both ends of the functional crypt–villus axis. On the one hand, we confirm ISC niche exhaustion by the loss of Paneth cells in SI organoids (Supplementary Fig. S2f) and the decrease of transcripts associated with intestinal stemness and Lgr5/Wnt signaling (Fig. 1b, c). On the other hand, induction of BRAF^V600E^ also markedly reduced intestinal differentiation markers, in particular in COL organoids (Fig. 1b, c). This is further supported by Fig. 3a, demonstrating a strong enrichment of the intestine data sets from *Cdx1/Cdx2* double-knockout mice (GSE24633) [46] in our COL organoid transcriptomes. Of note, especially the BRAF^V600E^/p53^R172H^ double-mutant COL organoids resembled the *Cdx1/Cdx2* knockout signature. This agrees with the stronger reduction of CDX2 target genes, like *Sis* and *Ces* [40, 41], as well as with stronger upregulation of *Cldn18*, which has been negatively correlated with CDX2 expression and associated with poor survival in CRC patients [47] (Fig. 1b).

**Fig. 3:**
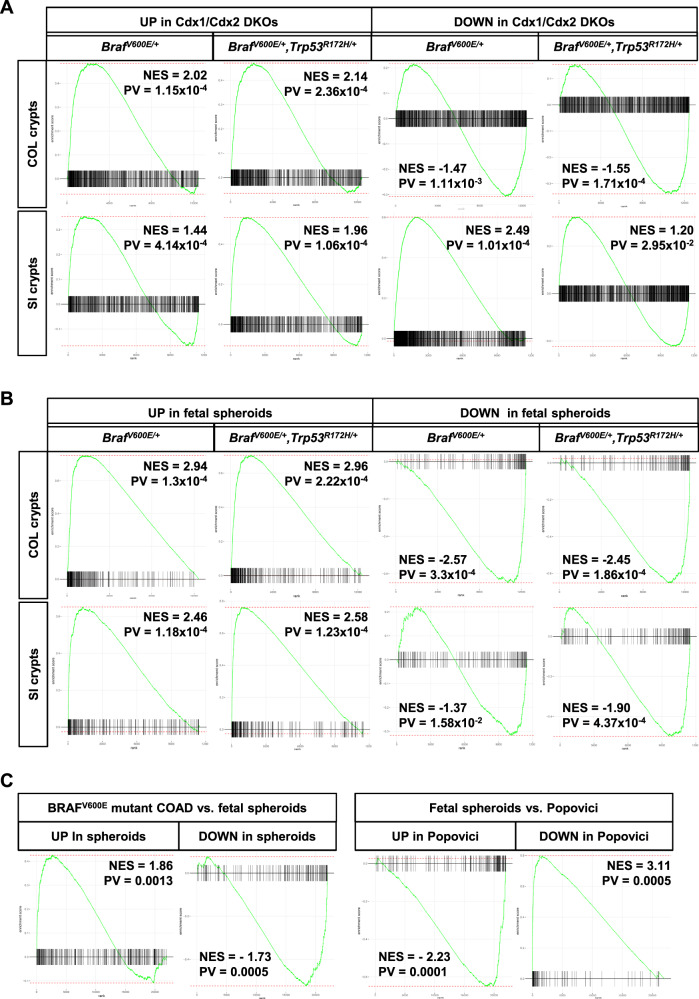
BRAF^V600E^ induces a fetal signature in COL organoids. **a** Gene set enrichment analysis (GSEA) of our transcriptomic data with genes that are up- (left) and downregulated (right), respectively, in *Cdx1/Cdx2* double-knockout (DKO) mice (GSE24633). **b** GSEA of our transcriptomic data against genes that are up- (left) and downregulated (right), respectively, in mouse fetal intestinal spheroids. **c** GSEAs showing the comparison of the LGR5-independent fetal signature to human data sets. The left panel shows the enrichment of the fetal spheroids signature in TCGA BRAF^V600E^ mutant vs. healthy colon. The right panel shows the enrichment of the Popovici signature, i.e., 314 differentially expressed probe sets between WT and BRAFm samples, in fetal spheroids. Note, a positive fold change of the “Popovici genes” indicates higher expression in WT vs BRAFm, which results in an inverse correlation to the fetal signature. NES normalized enrichment score, PV *P*-value.

In 2013, Mustata et al. identified Lgr5-independent progenitors of murine fetal intestines, which give rise to poorly differentiated spheroids displaying phenotypical characteristics that profoundly differ from those of adult ISCs [48]. Similar to the phenotype observed in BRAF^V600E^-expressing organoids (Supplementary Fig. S2c, f), the fetal spheroids presented with no Paneth cells and proliferating cells, which were not restricted to the crypt bases. Importantly, their transcriptome significantly differed from adult organoids with only a very small overlap in WNT target gene expression and a poor differentiation status. This prompted us to compare our transcriptomic data with the genes that are up- and downregulated in fetal spheroids, respectively (Fig. 3b). Indeed, the GSEA demonstrates a clear positive correlation of our organoid and the fetal spheroid transcriptomes, since up- and downregulated genes in fetal spheroids are enriched and depleted, respectively. This indicates that BRAF^V600E^ and BRAF^V600E^/p53^R172H^ induce a fetal spheroid-like program within intestinal organoids isolated from adult mice. Interestingly, there is a higher similarity between the transcriptomes of COL organoids to fetal spheroids, although Mustata et al. [48] used embryonic SI as an experimental model. Next, we asked whether the fetal signature is also relevant for human CRC. First, we compared 54 BRAF^V600E^-mutant colorectal adenocarcinoma (COAD) to 41 healthy colon samples listed in the TCGA database and then calculated the correlation to the LGR5-independent fetal signature (Fig. 3c, left GSEAs). Indeed, we observe a highly significant correlation between the fetal signature and BRAF^V600E^-mutant COAD. Second, we demonstrate a highly significant inverse correlation between the fetal signature and the 314 differentially expressed probe sets distinguishing BRAF wild-type and mutant samples identified by Popovici et al. (Fig. 3c, right GSEAs (Popovici et al. [49])). Thus, two independent approaches support the operation of a BRAF^V600E^-induced fetal dedifferentiation program in human CRC, which is recapitulated by our murine organoids.

### p53^R172H^ confers invasive properties to BRAF^V600E^ expressing COL organoids

Our above-described RNA-Seq analysis of BRAF^V600E^ and/or p53^R172H^-mutant COL organoids revealed that 72 out of the 129 selected BRAF^V600E^-responsive transcripts, outside of the ERK target gene category, were more strongly modulated when p53^R172H^ was present (Fig. 1b). Interestingly, several of them are linked to tumor progression. Validation of the RNA-Seq analysis revealed that co-expression of p53^R172H^ further suppressed protein expression of NR2E3, which emerged as a potential tumor suppressor in breast and liver cancer [50, 51] (Supplementary Fig. S3d). Conversely, Ephrin type-A receptor 2 (EPHA2), a transcriptional RAS/RAF target [52], which is overexpressed in several human cancers, including CRC [53, 54], was more strongly upregulated at the protein level when p53^R172H^ was present (Supplementary Fig. S3d). Similarly, co-expression of p53^R172H^ increased expression of CTSE (Fig. 1c; Supplementary Fig. S3c, e) and Caveolin-1 (CAV1) (Fig. 1c; Supplementary Fig. S3e). Although its role in metastasis formation is controversially discussed [55], there is evidence that CAV1 is decreased in early stages of carcinogenesis [56, 57], but is found to be elevated at later stages [58], including in CRC [59]. Moreover, increased CAV1 expression in T4-stage CRCs was associated with increased invasiveness [60], and depletion of CAV1 reduced the invasive properties of human CRC cell lines [61].

All these observations already support the collaboration between BRAF^V600E^ and p53^R172H^. To further investigate the functional relationship of the two oncogenic mutations, we introduced the delta log2 fold change between the double-mutant and BRAF^V600E^-only organoids and subjected it to GSEA. Of note, we observed decreased activation of p53-related gene signatures (Fig. 4a) and the downregulation of mutated p53 target genes (STAMBOLSKY_TARGETS_OF_MUTATED_TP53) only within the COL organoids (Fig. 4b). This further highlights tissue-specific reactions toward oncogenic stress. Furthermore, the top 50 significantly regulated Molecular Signatures Database (MSigDB) gene sets revealed the activation of several mitochondria, cellular respiration, and cell cycle signatures, indicating enhanced proliferation and metabolic activity upon co-expression of p53^R172H^ (Supplementary Fig. S5). Interestingly, the double-mutant organoids show an increased expression of genes associated with invasive grade 3 breast cancer [62] (SOTIRIOU_BREAST_CANCER_GRADE_1_VS_3_UP), as well as of genes that are part of the embryonic stem cell signature (WONG_EMBRYONIC_STEM_CELL_CORE), which is activated in epithelial tumors that are likely to progress to metastasis [63] (Fig. 4b). Furthermore, COL organoids also exhibited decreased expression of genes, which are downregulated in invasive mammary ductal carcinoma (SCHUETZ_BREAST_CANCER_DUCTAL_INVASIVE_DN) (Supplementary Fig. S5b). The activation of these invasion-associated signatures by the addition of p53^R172H^, especially within the COL organoids, ties in with the higher expression of selected “metastasis & invasion” associated genes (Fig. 1b). It should be noted, however, that, although some genes from the EMT hallmark classifier were more strongly induced in organoids co-expressing BRAF^V600E^ and p53^R172H^ (Supplementary Fig. S6), we did not observe a “classical” epithelial-to-mesenchymal transition (EMT), as defined by the loss of E-cadherin or the induction of transcription factors like ZEB1/2, SNAIL, SLUG, or TWIST in organoids.

**Fig. 4:**
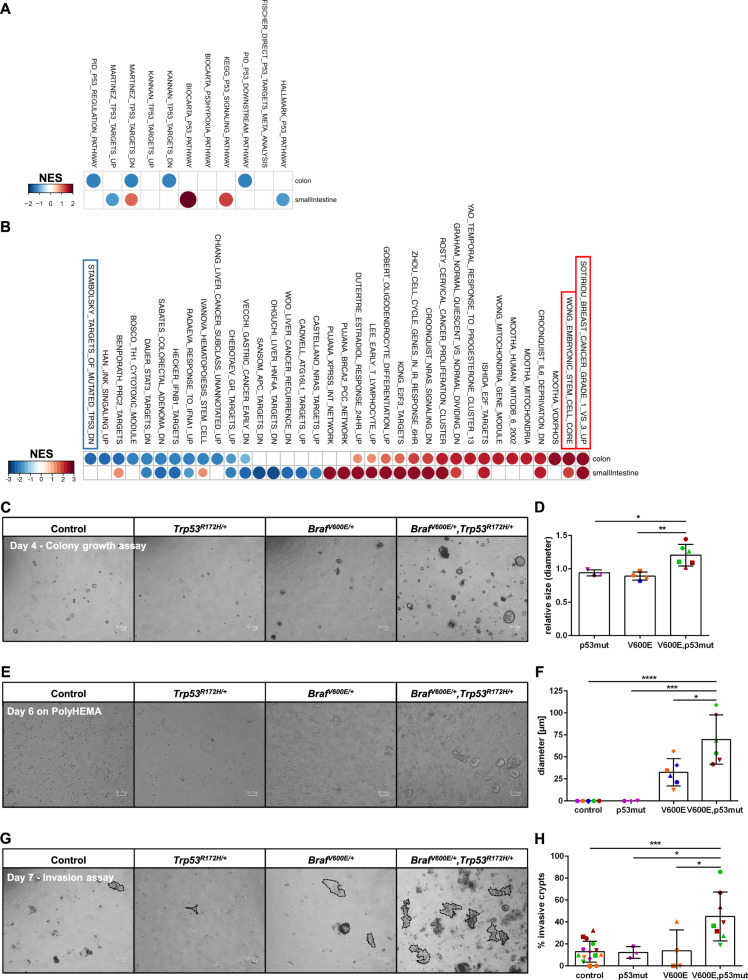
*Trp53*^*R172H*^ supports proliferative and invasive characteristics of *Braf*^*V600E*^ mutant organoids. **a**, **b** GSEA of the delta log2 fold changes of double-mutant vs. BRAF^V600E^-only organoids was performed. Shown are enrichment heatmaps for p53-related gene sets (**a**) and for the top ten significantly (*P* < 0.05) regulated chemical and genetic perturbations (CGP) (**b**). On both heatmaps, color code and circle size represent NES. **c** Representative bright-field (BF) images of three independent experiments show colony growth capacity of COL organoids. Quantification is shown in (**d**), **d** Quantification of colony growth capacity, normalized to the corresponding non-induced control. The longest straight lines of the crypts were measured. **e** Control or 4-HT-induced COL crypts were disaggregated, and grown on PolyHEMA-coated culture dishes for 6 days before BF images were taken and the diameters of the formed cell clusters were measured. Representative BF pictures of ≥3 independent experiments that are quantified in (**f**), are shown. **f** Quantification of anchorage-independent growth. The longest straight lines of the cell clusters were measured. Note that neither non-induced controls nor p53^R172H^-mutant organoids were able to form cell clusters on PolyHEMA. **g** Control or 4-HT-induced COL organoids were grown in diluted (50%) Matrigel. BF images were taken at day 7, and organoids attached to the plastic surface were counted (highlighted by dashed lines). Representative pictures of ≥3 independent experiments are shown, which are quantified in (**h**). Higher-magnification BF images of “invaded” organoids are shown in Supplementary Fig. S7. **h** Quantification of “invaded” organoids. In (**c**, **e**, **g**), scale bars: 50 µm. In (**d**, **f**, **h**), symbol colors refer to donor mice, symbol shapes refer to independent experiments. Data are presented as mean ± SD, and statistical significance was determined by one-way ANOVA (corrected for multiple comparison by Bonferroni). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001.

As RNA-Seq further revealed that BRAF^V600E^/p53^R172H^-expressing COL organoids display a transcriptional signature reflecting processes contributing to tumor progression and metastasis, we set up three experimental assays that reflect key prerequisites for tumor cell dissemination. First, we addressed the colony growth capacity after disruption into single cells (Fig. 4c, d). Interestingly, BRAF^V600E^/p53^R172H^ double-mutants formed larger colonies than those expressing either BRAF^V600E^ or p53^R172H^. Anchorage-independent growth represents a stringent key characteristic of transformed epithelial cells and prerequisite for metastasis. Therefore, cells derived from COL organoids were plated on culture dishes coated with poly(2-hydroxyethyl methacrylate) (PolyHEMA), a polymer preventing vessel adhesion. As expected, cells from control and p53^R172H^-mutant organoids did not thrive under these conditions, and cells expressing BRAF^V600E^ showed only little growth. The BRAF^V600E^/p53^R172H^ double-mutants, however, displayed increased anchorage-independent growth (Fig. 4e, f) and, furthermore, presented with invasive behavior in a diluted Matrigel matrix (Fig. 4g, h; Supplementary Fig. S7) [25]. These observations are in line with the reported function of p53 as inducer of anoikis, a programmed cell death upon anchorage-independent conditions, which needs to be overcome by cancer cells during cancer progression and metastatic colonization [64, 65]. Indeed, BRAF^V600E^/p53^R172H^ double-mutant organoids displayed higher CAV1 expression than the BRAF^V600E^ single-mutants (Fig. 1b, c; Supplementary Fig. S3e), which is in line with its reported role in mediating anoikis resistance in several cancer entities [66–68]. Collectively, these data support the metastasis-associated transcriptomic signatures and further imply that p53^R172H^ promotes the fitness and invasive properties of BRAF^V600E^-expressing organoids, which supports the assumption that *TP53* mutations are important for the transition from adenoma to carcinoma [69, 70].

### *Apc* inactivation allows BRAF^V600E^ expressing cells to establish long-term surviving organoids

Given that Wnt target genes are strongly reduced in BRAF^V600E^ expressing COL organoids, and that survival of SI organoids is augmented by pharmacological or ligand-induced WNT-pathway activation [9, 11], we tested whether this phenomenon is also applicable to COL organoids. Indeed, the GSK3 inhibitor CHIR-99021 improved the survival of BRAF^V600E^ expressing COL organoids (Supplementary Fig. S8a). In addition to promoting β-catenin degradation and thereby suppressing canonical Wnt signaling, GSK3 is involved in many other cellular processes [71], and hence this pharmacological approach by itself does not provide enough mechanistic support for a protection against BRAF^V600E^-induced organoid disintegration by Wnt signaling. Therefore, we asked whether genetic WNT-pathway activation would increase the fitness of BRAF^V600E^ expressing COL organoids. To this end, we crossed *Braf*^*floxV600E*^; *Villin::CreER*^*T2*^ mice (with or without the *Trp53*^LSL—R172H^ allele) with animals harboring the conditional *Apc*-knockout allele [72] and the *Rosa26::mTOM/mGFP* Cre reporter [73]. Cre-mediated recombination occurred very efficiently as reflected by the recombination of the *Apc* locus and the switch to mGFP expression (Supplementary Fig. S8b, c). APC loss successfully induced WNT-pathway activation, as indicated by OLFM4 preservation within *Braf*^*V600E/+*^*,Apc*^*Δ/Δ*^ COL organoids (Supplementary Fig. S8d). Interestingly, genetic Wnt-pathway activation overcame the need for an intact ISC niche as the organoids continued to proliferate without any disintegration (Fig. 5a; Supplementary Video S3), although APC deficiency neither affected ERK phosphorylation (Supplementary Fig. S8d) nor restored tight junction function (Supplementary Fig. S8e). Next, we aimed at defining the growth/niche factor requirements of our COL organoid series (Fig. 5b). While APC loss alone could not prevent organoid death in the absence of the growth factors (GF) EGF, R-Spondin, Noggin, and Wnt3a, its combination with BRAF^V600E^ or BRAF^V600E^/p53^R172H^ conferred strong GF independence. This prompted us to define whether BRAF^V600E^-derived signals were still required in the context of APC inactivation. Therefore, we incubated these APC-deficient BRAF^V600E^ expressing organoids with increasing doses of trametinib, a highly selective MEK inhibitor clinically applied in *BRAF*-mutant CRC [74]. Interestingly, trametinib impaired growth of the double- and triple-mutant COL organoids, while APC-deficient ones already died at the lowest trametinib concentration, indicating that the BRAF/MEK axis still acts as the driver of proliferation (Fig. 5c, d). Surprisingly, the triple-mutant COL organoids continued to grow at the highest concentration (Fig. 5c, d), indicating increased resistance toward trametinib treatment. Therefore, we investigated whether ERK-pathway activity remains upregulated in these organoids by assessing the phosphorylation status of ERK1/2, the ERK-mediated phosphorylation of the immediate early gene products FOS and FRA1 (FOSL1), as well as total FOS expression and the expression level of the ERK target gene product DUSP6 [75]. The phosphorylation status of FOS and FRA1 serves as an excellent readout for long-term persistence effects of ERK-pathway activity [76, 77]. As shown in Supplementary Fig. S9, however, none of these read-outs were significantly elevated by p53^R172H^ in trametinib-treated organoids, indicating that mutant p53 cannot counteract acute drug-induced ERK-pathway inhibition. Nevertheless, we observed a strong trend for higher phosphorylation of ERK and FOS and, although to a lesser extent, increased FOS and DUSP6 expression in the triple-mutant organoids under steady-state conditions (Supplementary Fig. S9). This raises the possibility that p53^R172H^ could induce ERK-mediated processes that pre-adapt triple-mutant organoids to trametinib treatment und other stressors. Indeed, the triple-mutant organoids displayed increased fitness as reflected by enhanced colony-forming capacity after single-cell disruption (Fig. 6a, b) and invasive growth in diluted matrigel (Fig. 6c, d). In summary, the improved stress resistance of the triple-mutant organoids is probably best explained by the pleiotropic effects of mutant p53 on stress and cell death pathways [78]. The identification of the precise mechanisms by which p53^R172H^ confers trametinib resistance represents an area for future studies.

**Fig. 5:**
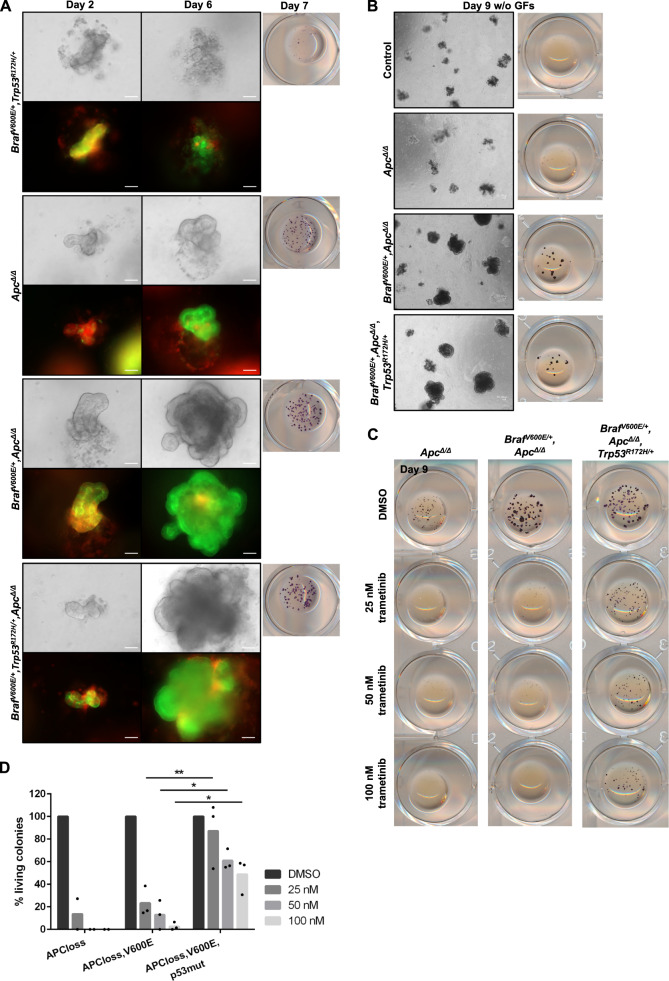
Loss of APC rescues the BRAF^V600E^-driven disintegrative phenotype and confers growth factor independence. **a** COL organoids with the indicted genotypes were treated with 3 µM 4-HT for 24 h. Representative microscopy pictures at days 2 and 6 (see also Supplementary Video 3) and MTT staining at day 7 are shown. **b** COL organoids with the indicated genotypes were induced with 3 µM 4-HT and cultured without the growth factors (GFs) EGF, R-Spondin, Noggin, and Wnt3a. BF images and MTT staining at day 9 are shown. **c** COL organoids with the indicated genotypes were treated with DMSO or indicated trametinib concentrations 1 day after induction with 3 µM 4-HT. Representative MTT staining at day 9 after 4-HT induction is shown. Note that the dark-blue colonies indicate metabolic activity. **d** Quantification of trametinib treatment shown in (**c**) of two (for *Apc*^*Δ/Δ*^) and three (for *Braf*^*V600E/+*^*,Apc*^*Δ/Δ*^ and *Braf*^*V600E/+*^*,Apc*^*Δ/Δ*^*,Trp53*^*R172H/+*^*)* independent experiments. Colony count was normalized to corresponding DMSO control, and statistical significance was determined by two-way ANOVA (corrected for multiple comparison by Bonferroni). *P ≤ 0.05; **P ≤ 0.01. In (**a**, **b**), scale bars: 50 µm.

**Fig. 6:**
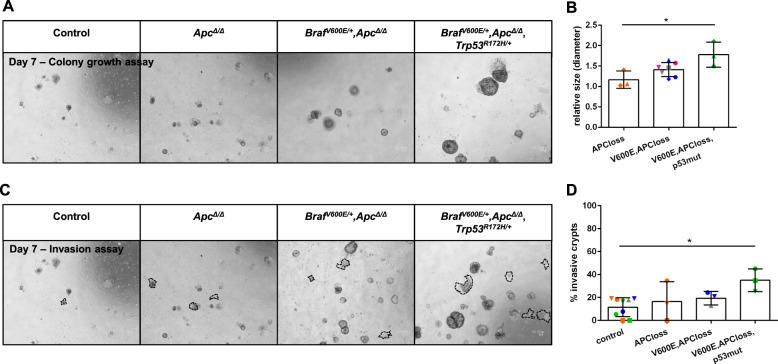
*Trp53*^*R172H*^ supports proliferative and invasive characteristics of *Braf*^*V600E/+*^*,Apc*^*Δ/Δ*^ mutant organoids. **a** Representative BF images of COL organoid colony growth capacity of ≥3 independent experiments are shown, which are quantified in (**b**). **b** Quantification of colony growth assay, normalized to corresponding non-induced control. The longest straight lines of the crypts were measured. **c** COL organoids with the indicated genotypes were grown in diluted (50%) Matrigel. BF images were taken at day 7, and organoids attached to the plastic surface were counted (highlighted by dashed lines). Representative pictures of three independent experiments are shown, and are quantified in (**d**). **d** Quantification of “invaded” organoids. In (**a**, **c**), scale bars: 50 µm. In (**b**, **d**), symbol colors refer to donor mice, symbol shapes refer to independent experiments. Data are presented as mean ± SD, and statistical significance was determined by one-way ANOVA (corrected for multiple comparison by Bonferroni). *P ≤ 0.05.

In summary, the profound effect of APC deficiency on organoid survival highlights the importance of an intact stem cell niche for nascent tumor cells and support our hypothesis that BRAF^V600E^ and p53^R172H^ cooperate in colorectal carcinogenesis by conferring survival signals, MEK inhibitor resistance, and invasive properties.

## Discussion

In this study, we have systematically compared the effects of BRAF^V600E^ and p53^R172H^, either singly or in combination, on oncogene naive organoids from the small and large intestine of knock-in mice. Our conditional, isogenic approach demonstrates that BRAF^V600E^ expressing SI and COL organoids undergo an initial burst of proliferation and rapidly disintegrate with the majority of cells dying. Previous work on SI organoids revealed that pharmacological inhibition of the BRAF–MEK–ERK axis prevents disintegration, indicating that this process is driven by aberrant ERK activity [9, 30]. Of note, we demonstrate that COL organoids disintegrate faster than SI-derived ones, suggesting important differences between both organoid types. Indeed, our RNA-Seq analysis shows that the transcriptomes of SI and COL primary crypts strongly differ in their oncogene naive ground state. In particular, we uncovered that ERK-pathway activity is significantly higher in SI than in COL crypts. This suggests that the latter are less adapted to high ERK levels and consequently less equipped to a rise in pathway activity. Importantly, significant differences in the transcriptional profiles between SI and COL organoids were also observed upon oncogene induction, which emphasizes the tissue-specific reaction toward sudden oncogene expression and represents important information for the design of experiments.

As shown in Supplementary Table S1, several groups reported with similar but not identical approaches contradictory effects of BRAF^V600E^ on the viability and integrity of intestinal organoids. We and others [9, 11, 30, 79] demonstrate that BRAF^V600E^ impairs the integrity of intestinal organoids by the exhaustion of ISCs, which provide critical niche factors (Fig. 7). This is thought to induce sudden “default” differentiation of immature cells and might reflect a defense mechanism against malignant transformation [9, 11]. At the same time, however, we observe the induction of a gene expression pattern similar to that of *Cdx1/Cdx2* double-knockout mice [46], indicating dedifferentiation. This is in line with our previous study on human CRC cell lines showing that BRAF^V600E^ depletion or inhibition leads to differentiation, in part through increasing CDX2 levels [10]. This ties in with recent studies identifying *Cdx2* as an important suppressor of BRAF^V600E^-driven CRC transformation [7, 11].

**Fig. 7:**
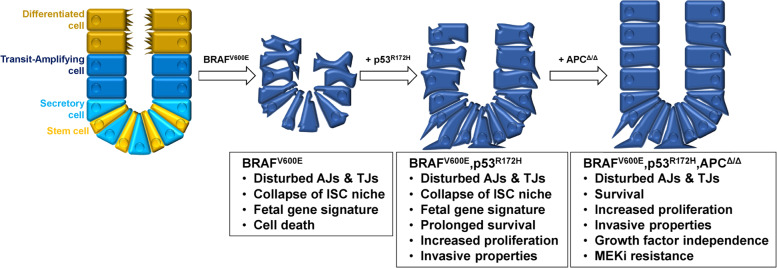
Graphical illustration summarizing the model of the multistep colorectal carcinogenesis investigated in this study. From left to right: Expression of oncogenic BRAF^V600E^ induces a fetal gene signature in adult wildtype colonic organoids, but also leads to rapid disintegration and subsequent cell death. Co-expression of p53^R172H^ extends organoid survival and conveys proliferative and invasive properties. Additional loss of APC prevents the collapse of the intestinal stem cell (ISC) niche, thereby promoting the survival of the mutant organoids. Importantly, additional APC loss confers growth factor independence and modulates the sensitivity to MEK inhibitor (MEKi) treatment. AJ adherens junctions, TJ tight junctions.

Our transcriptomic analyses indicate that both at first sight contrasting mechanisms, namely the loss of Lgr5/Wnt target gene expression in combination with the induction of dedifferentiation patterns, operate simultaneously upon BRAF^V600E^ expression. Surprisingly, this resembles the transcriptional profile of fetal intestine spheroids [48], which we found to be recapitulated in human BRAF^V600E^-mutant CRC samples. Recently deposited work implicated the YAP/TAZ pathway in the induction of the fetal signature of organoids expressing an RSPO3 fusion oncoprotein along with KRAS^G12D^ and loss of p53 [17]. Interestingly, we also observed a marked upregulation of several members of the Hippo target gene signature [80] in COL organoids, even by BRAF^V600E^ alone (Supplementary Fig. S10). In summary, we suggest that sudden BRAF^V600E^ expression in organoids causes an imbalance of the stem-to-differentiation homeostasis and a poorly differentiated phenotype.

The genetic complexity of BRAF^V600E^-mutant CRC not only aggravates their treatment but also their reconstruction in carcinogenesis models. As outlined above, BRAF^V600E^ itself is insufficient to trigger transformation and needs to cooperate with other (epi)genetic alterations. Inspired by the genotypes of commonly used BRAF^V600E^-mutant CRC cell lines [10], which carry p53 and/or WNT-pathway mutations and represent prime examples for complete niche autonomy, we asked whether these alterations would rescue BRAF^V600E^-induced organoid disintegration. Here, we report the first analysis of the cooperation between BRAF^V600E^ and p53^R172H^ in SI as well as COL organoid models. As mutant p53 contributes to escape from cell death, senescence, or genomic stress [14, 81], we speculated that p53^R172H^ helps to overcome the oncogenic stress of organoids with BRAF^V600E^ expression. Indeed, p53^R172H^ slightly extended survival of BRAF^V600E^ expressing organoids and conveyed several key properties of metastatic cells, such as increased fitness, invasive behavior and anoikis resistance (Fig. 7). This might explain the association and collaboration between *BRAF* and *TP53* mutations in metastatic CRC. Despite these advantages, however, p53^R172H^ could not prevent organoid disintegration.

In contrast, Wnt-pathway activation by bi-allelic *Apc* deficiency alone prevented the disintegrative phenotype and conferred growth/niche factor independence to BRAF^V600E^ expressing COL organoids (Fig. 7). Of note, most human BRAF^V600E^-mutant CRCs frequently display aberrant WNT-pathway activity due to the expression of R-Spondin fusion proteins or the loss of its negative regulators [17–20, 82, 83]. These alterations represent alternative mechanisms to *APC* truncations, which were originally thought to be less common in BRAF^V600E^ mutant CRC [3]. While our paper was under revision, however, Fennell et al. reported an extremely aggressive subset (20.8%) of BRAF^V600E^-mutant CRCs that is characterized by co-existing *APC* truncations [83]. Poor survival was recapitulated in *Apc*^min/+^ mice, in which BRAF^V600E^ accelerated disease progression by promoting massive polyp load. The underlying mechanisms and the behavior of *Braf*^*V600E*^*/Apc* double-mutant tumor cells were not investigated by Fennell et al., but our organoid data support their concept that BRAF^V600E^ and APC truncations induce an overt proliferative phenotype [83]. Despite the critical contribution of *Apc* deficiency to the fitness of BRAF^V600E^-expressing organoids, we observed that their growth and survival were still dependent on MEK activity. Remarkably, p53^R172H^ added a clear survival benefit to *Apc*-deficient BRAF^V600E^ expressing organoids exposed to the relatively high trametinib concentration of 100 nM. This indicates that p53^R172H^ confers drug resistance in this setting and represents important information for the design of rational combination therapies. The elucidation of the underlying mechanisms represents an area for further investigation.

In summary, our multistep reconstruction of CRC carcinogenesis (Fig. 7) provides new insights into frequently co-existing mutations of BRAF^V600E^ in human CRC and offers the opportunity to obtain mechanistic insights into emerging biomarkers and prognostic signatures. Furthermore, this genetically well-defined cross-species approach could help to identify metastasis and drug-resistance promoters. This could generate novel therapeutic concepts for an aggressive CRC subtype that poorly responds to chemo- and immunotherapy and requires the rational combination of various targeted therapy compounds for disease stabilization.

## Materials and methods

### Animals and organoid isolation

*Villin::CreER*^*T2*^ transgenic animals [27] were intercrossed with mice carrying conditional *Braf*^*floxV600E/+*^ [28] and/or *Trp53*^*LSL-R172H/+*^ (Olive et al. [29]) knock-in alleles. The conditional *APC*^*flox*^ allele [72] was kindly provided by Andreas Hecht (IMMZ). All lines were maintained on a C57Bl/6N background. Mice were kept under specific pathogen-free (SPF) conditions in the animal facility of the University Medical Center Freiburg according to institutional guidelines. Animals received standard diet and water ad libitum. Tissue was isolated from sacrificed mice in accordance with the German law for animal protection, and was approved by the government commission for animal protection and the local ethics committee (X-15/09H; X-18/06C; X-19/05C). Organoids were generated and propagated as described previously with minor modifications [21, 22]. A detailed description of this is provided in Supplementary Methods. CHIR-99021 and trametinib (GSK1120212) were purchased from Cayman Chemical and Selleck chemicals, respectively, and dissolved in DMSO.

### Colony-forming assay

COL organoids were disrupted into single cells by Accutase treatment for 10 min at 37 °C. Single cells were seeded in 50 µl Matrigel supplemented with 10 µM Y27632 onto a pre-warmed 24-well culture dish, and oncogene expression was subsequently induced with 3 µM 4-HT. After 4 days, bright-field images were taken, and the formed crypts measured.

### Anchorage-independent growth assay

Oncogene expression in COL organoids was induced with 3 µm 4-HT for 24 h. After 2 days, organoids were disrupted into single cells by Accutase for 10 min at 37 °C and put on PolyHEMA (5 mg/ml)-coated culture dishes. They were cultured for 6 days, while fresh crypt culture medium supplemented with growth factors was added on day 2 and 5, before bright-field images were taken and formed cell clusters measured.

### Invasion assay

Invasion assay was performed as described before with minor modifications [25]. COL organoids were disrupted into single cells by Accutase treatment for 10 min at 37 °C. Afterwards, single cells were seeded in 50 µl diluted (50%) Matrigel supplemented with 10 µM Y27632 onto a pre-cooled 24-well culture dish, and left at room temperature for 10 min. Subsequently, oncogene expression was induced with 3 µM 4-HT for 24 h. At day 7 bright-field images were taken, and organoids attached to the plastic surface were counted.

### Western blot analyses

Organoids were released from Matrigel by incubation with Cell Recovery Solution (BD Biosciences) at 4 °C for 30 min to 1 h, washed with PBS and pelleted, before they were lysed with RIPA lysis buffer. Protein concentration was determined using the BCA Protein Assay Kit (Thermo Fisher Scientific), and equal amounts were loaded on 10% SDS-PAGE. Standard western blot analysis was performed using the following primary antibodies against: AMACR (2A10) (1:1000, #3207, Cell Signaling), BRAF F7 (1:1000, sc-5284, Santa Cruz), BRAF^V600E^ (VE1) (1:100, kindly provided by Prof. A. v. Deimling and 1:750, ab228461, Abcam), CAV1 (D46G3) (1:1000, #3267, Cell Signaling), cleaved Caspase-3 (1:1000, #9661, Cell Signaling), CTSE (1:1000, ab36996, Abcam), DUSP6 (1:1000, LS-B5975, LifeSpan BioSciences), ECAD (1:1000, 610181, BD Biosciences), EPHA2 (1:1000, #6997, Cell Signaling), c-Fos (K-25) (1:1000, sc-253, Santa Cruz), GAPDH (1:2000, ab9489, Abcam), HSP90 (1:1000, #4874, Cell Signaling), MEK1/2 (1:1000, #9122, Cell Signaling), MYOF (D-11) (1:1000, sc-376879, Santa Cruz), NR2E3 (1:1000, sc-374513, Santa Cruz), OLFM4 (D6Y5A) (1:1000, #39141, Cell Signaling), Phospho-c-Fos (Ser32) (D82C12) (1:1000, #5348, Cell Signaling), Phospho-FRA1 (Ser265) (D22B1) (1:1000, #5841, Cell Signaling), Phospho-MEK1/2 (pS217/221) (1:1000, #9121, Cell Signaling), Phospho-P44/42 MAPK (Erk1/2) (Thr202/Tyr204) (1:2000, #9101, Cell Signaling), P44/42 MAPK (Erk1/2) (1:2000, #9102, Cell Signaling), 14–3–3 (1:1000, sc-1657, Santa Cruz), Vinculin (1:1000, #4650, Cell Signaling). HRP-conjugated anti-mouse or -rabbit secondary antibodies (800 µg/ml, Thermo Fisher Scientific) were used. Signals were detected using a Fusion Solo chemiluminescence reader, and quantified using the FusionCapt Advanced Software (VILBER LOURMAT).

### Immunofluorescence of FFPE sections

Organoids were fixed in-well with 4% paraformaldehyde (PFA) for 30 min and incubated with 70% ethanol for 1 h at room temperature. Afterwards, crypts were embedded into 2% agarose, dehydrated via a graded ethanol series, embedded into paraffin and sectioned at 5 µm. The sections were processed and stained using standard methods with the following primary antibodies against:

CTSE (1:100, ab36996, Abcam), ECAD (1:200, 610181, BD Biosciences), ITGB1 (1:150, 610467, BD Biosceiences), KI-67 (1:400, #9129, Cell Signaling), LYSC (1:50, sc-27958, Santa Cruz), PKCζ (1:300, sc-216, Santa Cruz), MUC2 (1:50, sc-15334, Santa Cruz). Secondary antibodies were: Alexa Fluor® 488/546 goat anti-rabbit/mouse, Alexa Fluor® 488 donkey anti-goat, Cy3® goat anti-mouse (all 1:200, Invitrogen). Finally, sections were mounted with ProLong^TM^ Gold Antifade with DAPI. Images were taken with the Zeiss AxioObserver Z1 plus ApoTome 2 with an AxioCam MR.

### Quantification and statistical analysis

Quantified data are presented as means ± SD. Statistical significance was analyzed using two-tailed paired or unpaired *t* test, as well as one-way ANOVA (corrected for multiple comparison by Bonferroni) as stated in the figure legends. Differences of *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 were considered as statistically significant.

## Supplementary information

Supplementary Materials and data

Video S1

Video S2

Video S3

## References

[1] Dienstmann R, Vermeulen L, Guinney J, Kopetz S, Tejpar S, Tabernero J (2017). Consensus molecular subtypes and the evolution of precision medicine in colorectal cancer. Nat Rev Cancer.

[2] Jackstadt R, Sansom OJ (2016). Mouse models of intestinal cancer. J Pathol.

[3] Morkel M, Riemer P, Blaker H, Sers C (2015). Similar but different: distinct roles for KRAS and BRAF oncogenes in colorectal cancer development and therapy resistance. Oncotarget.

[4] Phipps AI, Limburg PJ, Baron JA, Burnett-Hartman AN, Weisenberger DJ, Laird PW (2015). Association between molecular subtypes of colorectal cancer and patient survival. Gastroenterology.

[5] Bond CE, Liu C, Kawamata F, McKeone DM, Fernando W, Jamieson S (2018). Oncogenic BRAF mutation induces DNA methylation changes in a murine model for human serrated colorectal neoplasia. Epigenetics.

[6] Rad R, Cadinanos J, Rad L, Varela I, Strong A, Kriegl L (2013). A genetic progression model of Braf-induced intestinal tumorigenesis reveals targets for therapeutic intervention. Cancer Cell.

[7] Sakamoto N, Feng Y, Stolfi C, Kurosu Y, Green M, Lin J, et al. BRAF(V600E) cooperates with CDX2 inactivation to promote serrated colorectal tumorigenesis. eLife 2017;6:e20331.10.7554/eLife.20331PMC526878228072391

[8] Carragher LA, Snell KR, Giblett SM, Aldridge VS, Patel B, Cook SJ (2010). V600EBraf induces gastrointestinal crypt senescence and promotes tumour progression through enhanced CpG methylation of p16INK4a. EMBO Mol Med.

[9] Riemer P, Sreekumar A, Reinke S, Rad R, Schafer R, Sers C (2015). Transgenic expression of oncogenic BRAF induces loss of stem cells in the mouse intestine, which is antagonized by beta-catenin activity. Oncogene.

[10] Herr R, Kohler M, Andrlova H, Weinberg F, Moller Y, Halbach S (2015). B-Raf inhibitors induce epithelial differentiation in BRAF-mutant colorectal cancer cells. Cancer Res.

[11] Tong K, Pellon-Cardenas O, Sirihorachai VR, Warder BN, Kothari OA, Perekatt AO (2017). Degree of tissue differentiation dictates susceptibility to BRAF-driven colorectal cancer. Cell Rep.

[12] Dawson H, Galvan JA, Helbling M, Muller DE, Karamitopoulou E, Koelzer VH (2014). Possible role of Cdx2 in the serrated pathway of colorectal cancer characterized by BRAF mutation, high-level CpG Island methylator phenotype and mismatch repair-deficiency. Int J Cancer.

[13] Clarke CN, Kopetz ES (2015). BRAF mutant colorectal cancer as a distinct subset of colorectal cancer: clinical characteristics, clinical behavior, and response to targeted therapies. J Gastrointest Oncol.

[14] Kastenhuber ER, Lowe SW (2017). Putting p53 in Context. Cell.

[15] Datta J, Smith JJ, Chatila WK, McAuliffe JC, Kandoth C, Vakiani E (2020). Coaltered Ras/B-raf and TP53 is associated with extremes of survivorship and distinct patterns of metastasis in patients with metastatic colorectal cancer. Clin Cancer Res.

[16] Kane AM, Fennell LJ, Liu C, Borowsky J, McKeone DM, Bond CE (2020). Alterations in signaling pathways that accompany spontaneous transition to malignancy in a mouse model of BRAF mutant microsatellite stable colorectal cancer. Neoplasia.

[17] Han T, Goswami S, Hu Y, Tang F, Zafra MP, Murphy C, et al. Lineage reversion drives WNT independence in intestinal cancer. Cancer Discov. 2020;CD-19-1536. 10.1158/2159-8290.CD-19-1536. Online ahead of print.10.1158/2159-8290.CD-19-1536PMC754159432546576

[18] Sekine S, Yamashita S, Yamada M, Hashimoto T, Ogawa R, Yoshida H (2020). Clinicopathological and molecular correlations in traditional serrated adenoma. J Gastroenterol.

[19] Hashimoto T, Ogawa R, Yoshida H, Taniguchi H, Kojima M, Saito Y (2019). Acquisition of WNT pathway gene alterations coincides with the transition from precursor polyps to traditional serrated adenomas. Am J Surg Pathol.

[20] Lannagan TRM, Lee YK, Wang T, Roper J, Bettington ML, Fennell L (2019). Genetic editing of colonic organoids provides a molecularly distinct and orthotopic preclinical model of serrated carcinogenesis. Gut.

[21] Sato T, Clevers H (2013). Primary mouse small intestinal epithelial cell cultures. Methods Mol Biol.

[22] Yui S, Nakamura T, Sato T, Nemoto Y, Mizutani T, Zheng X (2012). Functional engraftment of colon epithelium expanded in vitro from a single adult Lgr5(+) stem cell. Nat Med.

[23] de Sousa e Melo F, Kurtova AV, Harnoss JM, Kljavin N, Hoeck JD, Hung J (2017). A distinct role for Lgr5(+) stem cells in primary and metastatic colon cancer. Nature.

[24] Dow LE, O’Rourke KP, Simon J, Tschaharganeh DF, van Es JH, Clevers H (2015). Apc restoration promotes cellular differentiation and reestablishes crypt homeostasis in colorectal. Cancer Cell.

[25] Riemer P, Rydenfelt M, Marks M, van Eunen K, Thedieck K, Herrmann BG (2017). Oncogenic beta-catenin and PIK3CA instruct network states and cancer phenotypes in intestinal organoids. J Cell Biol.

[26] Laforest A, Aparicio T, Zaanan A, Silva FP, Didelot A, Desbeaux A (2014). ERBB2 gene as a potential therapeutic target in small bowel adenocarcinoma. Eur J Cancer.

[27] el Marjou F, Janssen KP, Chang BH, Li M, Hindie V, Chan L (2004). Tissue-specific and inducible Cre-mediated recombination in the gut epithelium. Genesis.

[28] Dankort D, Filenova E, Collado M, Serrano M, Jones K, McMahon M (2007). A new mouse model to explore the initiation, progression, and therapy of BRAFV600E-induced lung tumors. Genes Dev.

[29] Olive KP, Tuveson DA, Ruhe ZC, Yin B, Willis NA, Bronson RT (2004). Mutant p53 gain of function in two mouse models of Li-Fraumeni syndrome. Cell.

[30] Brandt R, Sell T, Luthen M, Uhlitz F, Klinger B, Riemer P (2019). Cell type-dependent differential activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium. Nat Commun.

[31] Herr R, Halbach S, Heizmann M, Busch H, Boerries M, Brummer T (2018). BRAF inhibition upregulates a variety of receptor tyrosine kinases and their downstream effector Gab2 in colorectal cancer cell lines. Oncogene.

[32] Rademaker G, Costanza B, Bellier J, Herfs M, Peiffer R, Agirman F (2019). Human colon cancer cells highly express myoferlin to maintain a fit mitochondrial network and escape p53-driven apoptosis. Oncogenesis.

[33] Wang D, Zhang J, Li Z, Han J, Gao Y, Chen M, et al. Upregulation of fibroblast growth factor 19 is associated with the initiation of colorectal adenoma. Dig Dis. 2018;37:214–25.10.1159/00049445430517925

[34] Liu QZ, Gao XH, Chang WJ, Gong HF, Fu CG, Zhang W (2015). Expression of ITGB1 predicts prognosis in colorectal cancer: a large prospective study based on tissue microarray. Int J Clin Exp Pathol.

[35] Caruso M, Moore J, Goodall GJ, Thomas M, Phillis S, Tyskin A (2009). Over-expression of cathepsin E and trefoil factor 1 in sessile serrated adenomas of the colorectum identified by gene expression analysis. Virchows Arch.

[36] Delker DA, McGettigan BM, Kanth P, Pop S, Neklason DW, Bronner MP (2014). RNA sequencing of sessile serrated colon polyps identifies differentially expressed genes and immunohistochemical markers. PLoS ONE.

[37] Sentani K, Sakamoto N, Shimamoto F, Anami K, Oue N, Yasui W (2013). Expression of olfactomedin 4 and claudin-18 in serrated neoplasia of the colorectum: a characteristic pattern is associated with sessile serrated lesion. Histopathology.

[38] Merlos-Suarez A, Barriga FM, Jung P, Iglesias M, Cespedes MV, Rossell D (2011). The intestinal stem cell signature identifies colorectal cancer stem cells and predicts disease relapse. Cell Stem Cell.

[39] Munoz J, Stange DE, Schepers AG, van de Wetering M, Koo BK, Itzkovitz S (2012). The Lgr5 intestinal stem cell signature: robust expression of proposed quiescent ‘+4’ cell markers. EMBO J.

[40] Boudreau F, Rings EH, van Wering HM, Kim RK, Swain GP, Krasinski SD (2002). Hepatocyte nuclear factor-1 alpha, GATA-4, and caudal related homeodomain protein Cdx2 interact functionally to modulate intestinal gene transcription. Implication for the developmental regulation of the sucrase-isomaltase gene. J Biol Chem.

[41] Herr R, Brummer T (2015). BRAF inhibitors in colorectal cancer: toward a differentiation therapy?. Mol Cell Oncol.

[42] Lavoie H, Sahmi M, Maisonneuve P, Marullo SA, Thevakumaran N, Jin T (2018). MEK drives BRAF activation through allosteric control of KSR proteins. Nature.

[43] Dorard C, Vucak G, Baccarini M (2017). Deciphering the RAS/ERK pathway in vivo. Biochem Soc Trans.

[44] Silberg DG, Sullivan J, Kang E, Swain GP, Moffett J, Sund NJ (2002). Cdx2 ectopic expression induces gastric intestinal metaplasia in transgenic mice. Gastroenterol.

[45] Kawazoe T, Taniguchi K (2019). The Sprouty/Spred family as tumor suppressors: coming of age. Cancer Sci.

[46] Verzi MP, Shin H, Ho LL, Liu XS, Shivdasani RA (2011). Essential and redundant functions of caudal family proteins in activating adult intestinal genes. Mol Cell Biol.

[47] Matsuda M, Sentani K, Noguchi T, Hinoi T, Okajima M, Matsusaki K (2010). Immunohistochemical analysis of colorectal cancer with gastric phenotype: claudin-18 is associated with poor prognosis. Pathol Int.

[48] Mustata RC, Vasile G, Fernandez-Vallone V, Strollo S, Lefort A, Libert F (2013). Identification of Lgr5-independent spheroid-generating progenitors of the mouse fetal intestinal epithelium. Cell Rep.

[49] Popovici, Budinska E, Tejpar S, Weinrich S, Estrella H, Hodgson G (2012). Identification of a poor-prognosis BRAF-mutant-like population of patients with colon cancer. J Clin Oncol.

[50] Khanal T, Choi K, Leung YK, Wang J, Kim D, Janakiram V (2017). Loss of NR2E3 represses AHR by LSD1 reprogramming, is associated with poor prognosis in liver cancer. Sci Rep.

[51] Park YY, Kim K, Kim SB, Hennessy BT, Kim SM, Park ES (2012). Reconstruction of nuclear receptor network reveals that NR2E3 is a novel upstream regulator of ESR1 in breast cancer. EMBO Mol Med.

[52] Macrae M, Neve RM, Rodriguez-Viciana P, Haqq C, Yeh J, Chen C (2005). A conditional feedback loop regulates Ras activity through EphA2. Cancer Cell.

[53] Dunne PD, Dasgupta S, Blayney JK, McArt DG, Redmond KL, Weir JA (2016). EphA2 expression is a key driver of migration and invasion and a poor prognostic marker in colorectal cancer. Clin Cancer Res.

[54] Ireton RC, Chen J (2005). EphA2 receptor tyrosine kinase as a promising target for cancer therapeutics. Curr Cancer Drug Targets.

[55] Campos A, Burgos-Ravanal R, Gonzalez MF, Huilcaman R, Lobos Gonzalez L, Quest AFG. Cell intrinsic and extrinsic mechanisms of caveolin-1-enhanced metastasis. Biomolecules*.* 2019;9:314.10.3390/biom9080314PMC672310731362353

[56] Torrejon B, Cristobal I, Rojo F, Garcia-Foncillas J (2017). Caveolin-1 is markedly downregulated in patients with early-stage colorectal cancer. World J Surg.

[57] Bender FC, Reymond MA, Bron C, Quest AF (2000). Caveolin-1 levels are down-regulated in human colon tumors, and ectopic expression of caveolin-1 in colon carcinoma cell lines reduces cell tumorigenicity. Cancer Res.

[58] Yang G, Truong LD, Timme TL, Ren C, Wheeler TM, Park SH (1998). Elevated expression of caveolin is associated with prostate and breast cancer. Clin Cancer Res.

[59] Aguirre-Portoles C, Feliu J, Reglero G, Ramirez de Molina A (2018). ABCA1 overexpression worsens colorectal cancer prognosis by facilitating tumour growth and caveolin-1-dependent invasiveness, and these effects can be ameliorated using the BET inhibitor apabetalone. Mol Oncol.

[60] Kitowska A, Wesserling M, Seroczynska B, Szutowicz A, Ronowska A, Peksa R (2015). Differentiation of high-risk stage I and II colon tumors based on evaluation of CAV1 gene expression. J Surg Oncol.

[61] Mi L, Zhu F, Yang X, Lu J, Zheng Y, Zhao Q (2017). The metastatic suppressor NDRG1 inhibits EMT, migration and invasion through interaction and promotion of caveolin-1 ubiquitylation in human colorectal cancer cells. Oncogene.

[62] Sotiriou C, Wirapati P, Loi S, Harris A, Fox S, Smeds J (2006). Gene expression profiling in breast cancer: understanding the molecular basis of histologic grade to improve prognosis. J Natl Cancer Inst.

[63] Wong DJ, Liu H, Ridky TW, Cassarino D, Segal E, Chang HY (2008). Module map of stem cell genes guides creation of epithelial cancer stem cells. Cell Stem Cell.

[64] Paoli P, Giannoni E, Chiarugi P (2013). Anoikis molecular pathways and its role in cancer progression. Biochim Biophys Acta.

[65] Tan BS, Tiong KH, Choo HL, Chung FF, Hii LW, Tan SH (2015). Mutant p53-R273H mediates cancer cell survival and anoikis resistance through AKT-dependent suppression of BCL2-modifying factor (BMF). Cell Death Dis.

[66] Li S, Chen Y, Zhang Y, Jiang X, Jiang Y, Qin X (2019). Shear stress promotes anoikis resistance of cancer cells via caveolin-1-dependent extrinsic and intrinsic apoptotic pathways. J Cell Physiol.

[67] Chanvorachote P, Pongrakhananon V, Halim H (2015). Caveolin-1 regulates metastatic behaviors of anoikis resistant lung cancer cells. Mol Cell Biochem.

[68] Halim H, Chanvorachote P (2012). Long-term hydrogen peroxide exposure potentiates anoikis resistance and anchorage-independent growth in lung carcinoma cells. Cell Biol Int.

[69] Rodrigues NR, Rowan A, Smith ME, Kerr IB, Bodmer WF, Gannon JV (1990). p53 mutations in colorectal cancer. Proc Natl Acad Sci USA.

[70] Fearon ER, Vogelstein B (1990). A genetic model for colorectal tumorigenesis. Cell.

[71] Duda P, Akula SM, Abrams SL, Steelman LS, Martelli AM, Cocco L, et al. Targeting GSK3 and associated signaling pathways involved in cancer. Cells. 2020;9:1110.10.3390/cells9051110PMC729085232365809

[72] Shibata H, Toyama K, Shioya H, Ito M, Hirota M, Hasegawa S (1997). Rapid colorectal adenoma formation initiated by conditional targeting of the Apc gene. Science.

[73] Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L (2007). A global double-fluorescent Cre reporter mouse. Genesis.

[74] Sundar R, Hong DS, Kopetz S, Yap TA (2017). Targeting BRAF-mutant colorectal cancer: progress in combination strategies. Cancer Discov.

[75] Kidger AM, Keyse SM (2016). The regulation of oncogenic Ras/ERK signalling by dual-specificity mitogen activated protein kinase phosphatases (MKPs). Semin Cell Dev Biol.

[76] Murphy LO, Smith S, Chen RH, Fingar DC, Blenis J (2002). Molecular interpretation of ERK signal duration by immediate early gene products. Nat Cell Biol.

[77] Gillies TE, Pargett M, Minguet M, Davies AE, Albeck JG (2017). Linear integration of ERK activity predominates over persistence detection in Fra-1 regulation. Cell Syst.

[78] Zhou X, Hao Q, Lu H (2019). Mutant p53 in cancer therapy-the barrier or the path. J Mol Cell Biol.

[79] Tao Y, Kang B, Petkovich DA, Bhandari YR, In J, Stein-O’Brien G (2019). Aging-like spontaneous epigenetic silencing facilitates wnt activation, stemness, and Braf(V600E)-induced tumorigenesis. Cancer Cell.

[80] Wang Y, Xu X, Maglic D, Dill MT, Mojumdar K, Ng PK (2018). Comprehensive molecular characterization of the hippo signaling pathway in cancer. Cell Rep.

[81] Kawasaki K, Fujii M, Sugimoto S, Ishikawa K, Matano M, Ohta Y (2020). Chromosome engineering of human colon-derived organoids to develop a model of traditional serrated adenoma. Gastroenterology.

[82] Bond CE, Whitehall VLJ (2018). How the BRAF V600E mutation defines a distinct subgroup of colorectal cancer: molecular and clinical implications. Gastroenterol Res Pr.

[83] Fennell LJ, Kane A, Liu C, McKeone D, Fernando W, Su C, et al. APC mutation marks an aggressive subtype of BRAF mutant colorectal cancers. Cancers. 2020;12:1171.10.3390/cancers12051171PMC728158132384699

# Supplementary material for: BRAFV600E drives dedifferentiation in small intestinal and colonic organoids and cooperates with mutant p53 and Apc loss in transformation
**Source:** Oncogene. 2020 Aug 13;39(38):6053–70. doi: 10.1038/s41388-020-01414-9

# Supplementary Materials for

## **BRAF<sup>V600E</sup> drives dedifferentiation in small intestinal and colonic organoids and cooperates with mutant p53 and Apc loss in transformation**

Nadine Reischmann, Geoffroy Andrieux, Ricarda Griffin, Thomas Reinheckel, Melanie Boerries and Tilman Brummer<sup>\*</sup>

### **This PDF file includes:**

1. Supplementary Methods
2. Supplementary Figure legends
3. Supplementary Table 1
4. Supplementary Table 2
5. Supplementary References
6. Supplementary Figure 1
7. Supplementary Figure 2
8. Supplementary Figure 3
9. Supplementary Figure 4
10. Supplementary Figure 5
11. Supplementary Figure 6
12. Supplementary Figure 7
13. Supplementary Figure 8
14. Supplementary Figure 9
15. Supplementary Figure 10

## 1. Supplementary Methods

### Establishment of organoids

The proximal small intestine or colon were isolated, flushed with ice-cold PBS and opened longitudinally. In the small intestine, the villi were scraped off using a glass slide. Afterwards, the intestine was put into a falcon tube containing 20 ml ice-cold PBS and vortexed for 5-10 sec. This washing was repeated 5-10 times until the supernatant was almost clear. The intestine was subsequently incubated in 30 ml ice-cold crypt isolation buffer (small intestine: 2 mM EDTA in PBS for 30 min; colon: 15 mM EDTA in PBS for 1 h) at 4 °C on a rotating mixer. The intestine was placed into 20 ml ice-cold PBS, inverted 10 times and then transferred into a fresh falcon tube with 10 ml ice-cold PBS and shaken about 10 times (= supernatant 1). Subsequently, the intestine was transferred into fresh 10 ml ice-cold PBS and shaken again. The crypt releasing procedure was repeated 10 times and each supernatant was inspected under the microscope. The crypt containing fractions were pooled, centrifuged at 100 x g for 10 min and the supernatant was discarded. Afterwards, the crypt pellet was resuspended with 10 ml Advanced DMEM/F12 containing 2 mM L-glutamine, 10 mM HEPES, 100 U/ml penicillin and 100 µg/ml streptomycin (all from PAN-Biotech GmbH), passed through a 70-µm cell strainer and collected in a 1% BSA-coated falcon tube. The crypts were spun down at 300 x g for 5 min, resuspended with Matrigel (Corning) and seeded in 50 µl onto a pre-warmed 24-well culture dish. After the Matrigel had solidified, the crypts were overlaid with 500 µl complete crypt culture medium (Advanced DMEM/F12 with 2 mM L-glutamine, 10 mM HEPES, 100 U/ml penicillin, 100 µg/ml streptomycin, 1xN2, 1xB27 (both from Thermo Fisher), 81.5 mg/ml N-Acetylcystein (Sigma-Aldrich)), supplemented with 100 ng/ml murine recombinant Noggin, 500 ng/ml human recombinant R-Spondin1, 50 ng/ml murine recombinant EGF (all from Peprotech) and 10 µM Rho kinase inhibitor Y27632 (TOCRIS). For colonic crypts 50 ng/ml recombinant murine Wnt3a (Peprotech) and 2.5 µM GSK3i CHIR99021 (Cayman Chemical) were added. Medium was changed every 3-4 days and crypts were passaged once a week to remove dead cell debris.

Global induction of Cre recombinase was achieved by treatment of the organoids with 1 µM (for small intestinal crypts) and 3 µM (for colonic crypts) 4-HT ((Z)-4-hydroxytamoxifen (Sigma-Aldrich)), respectively, for 24 h.

Cre mediated recombination of *Braf*<sup>floxV600E</sup> and *Apc*<sup>flox</sup> was assessed by genomic PCR using primers that were described previously [1, 2] and Cre mediated recombination of *Trp53*<sup>LSL-R172H/+</sup> was assessed using the following primers: 5'-AGCCTTAGACATAACACACGAAC-3', 5'-CTTGGAGACATAGCCCACTG-3', 5'-GCCACCATGGCTTGAGTAA-3'.

#### MTT staining of organoids

Organoids were incubated with 500 µg/ml MTT solution diluted in DMEM/F12 for 2 h at 37 °C.

#### RNA-sequencing

For the RNA-Seq of small intestine (SI) and colon (COL), RNA was extracted from freshly isolated SI and COL crypts of four (two female and male, respectively) mice. For the RNA-Seq of organoids, the organoid cultures of three donor mice (*Trp53*<sup>LSL-R172H/+</sup>; *Villin::CreER*<sup>T2</sup>, *Braf*<sup>floxV600E/+</sup>; *Villin::CreER*<sup>T2</sup>, *Braf*<sup>floxV600E/+</sup>; *Trp53*<sup>LSL-R172H/+</sup>; *Villin::CreER*<sup>T2</sup>) were induced with 4-HT (0.5 µM for SI organoids, 3.5 µM for COL organoids) in duplicates for 24 h. SI crypt RNA was isolated after 8 days and COL crypt RNA was isolated after 3 days. Isolated RNA, from 24 organoid- and 8 crypt samples, was sequenced on an Illumina HiSeq4000. Paired-end reads were filtered to remove bad quality reads and adapter sequences using Trimmomatic [3]. The selected reads were aligned to the mouse reference genome mm10 and read count per gene was quantified with STAR aligner [4]. A linear model-based algorithm, limma [5], was used to calculate the differentially regulated genes on the following contrasts: *Braf*<sup>V600E</sup> on vs. off, *Trp53*<sup>R172H</sup> on vs. off, *Braf*<sup>V600E</sup> and *Trp53*<sup>R172H</sup> on vs. off for colonic and small intestinal organoids separately. 

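The threshold was applied here also with limma, the tool that the methods name, on the crypt libraries. Limma-voom, which models the log2 counts with weights for their precision, was run on the same genes and TMM factors as edgeR's test. It gave 4691 genes between SI and COL crypts at an adjusted p-value below 0.05, of which 2517 were higher in SI and 2174 higher in COL. Of the genes called by edgeR's test, 4008 were called by limma-voom in the same direction. With the donor mouse as a block, limma-voom gave 4707 genes. Of the 29 transcripts of Fig. 2b, limma-voom called the 11 that edgeR's test called and 1 other, Spry2, with a log2 fold change of -0.87 (adjusted p = 0.0374 from limma-voom). Limma-voom with the block called 14 of the 29, among them Map2k2, Errfi1 and Sos1 but not Spry2.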

For wildtype crypts we compared the small intestine vs. colon replicates. The same significant threshold was used for all comparisons, i.e. adjusted p-value (Benjamini-Hochberg) below 0.05. The gene-set enrichment analysis was performed using the fgsea R package [6], where genes were ranked according to the on vs. off log2 fold-change and tested against the MSigDB [7] gene-sets (Hallmark, chemical and genetic perturbations, Biocarta, KEGG, PID, Reactome, miRNA, transcription factor targets, cancer modules, Gene Ontology, oncogenic signature and immunologic signature) as well as the SSAs UP and DOWN signature lists (GSE45270), the *Cdx1/Cdx2* double knockout signature (GSE24633) and the mouse fetal intestinal spheroid signature [8].

### Data availability

RNA-Seq data were uploaded to Gene Expression Omnibus database.

To review GEO accession GSE132551, go to:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132551>

Enter token avgfcaecltkpbmf into the box.

To review GEO accession GSE132546:

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132546>

Enter token mlyzwysyltuhfoj into the box

### TCGA data

RNA-Seq raw counts were downloaded from TCGA using TCGAbiolinks R package [9]. BRAF<sup>V600E</sup> mutant colorectal adenocarcinoma were selected (n=54), as well as healthy colon samples (n=41). Counts were converted into log2 count per million (CPM) for further analysis. GSEA analysis was performed on the average log2 foldchange between COAD and healthy colon using fgsea R package.

## 2. Supplementary Figure legends

### **Fig. S1. Confirmation and effects of Villin::CreER<sup>T2</sup>-activated recombination within SI and COL organoids.**

(a) Schematic models of Villin::CreER<sup>T2</sup>-activated recombination. Following 4-HT induction, BRAF<sup>V600E</sup> or dominant negative acting p53<sup>R172H</sup> are expressed under the control of their own promoters.

(b) Confirmation of successful recombination within 4-HT-treated organoids by genomic PCR. DNA of donor mice serve as controls and EtOH serves as vehicle control for 4-HT.

(c) Western blot (WB) of SI crypts. Treatment with 4-HT induces expression of BRAF<sup>V600E</sup> and downstream signaling, indicated by the phosphorylation of MEK and ERK and increased expression of their target gene DUSP6. The tight control of CreER<sup>T2</sup> is further demonstrated by a BRAF<sup>V600E</sup> specific antibody [10], showing immunoreactivity only in lysates of 4-HT-treated organoid cultures.

(d) Time lapse images of disintegrating organoids following 4-HT induction. The Paneth cells (white arrows) disappear within SI organoids after oncogene expression.

(e) Quantification of organoid disintegration time after 4-HT induction. Data are presented as mean ± SD. \*\*P ≤ 0.01; \*\*\*\*P ≤ 0.0001 (one-way ANOVA, corrected for multiple comparison by Bonferroni) (n ≥ 3 independent 4-HT inductions).

(f) BRAF<sup>V600E</sup>-mutant COL organoids were induced with 3 μM 4-HT or left untreated. After 4 days, organoids were stained with 1.5 μM DRAQ7 for 10 min to visualize dead cells. Fluorescent and bright-field images are shown.

(g) WB of COL crypt lysates three days following 4-HT induction. BRAF<sup>V600E</sup> and BRAF<sup>V600E</sup>/p53<sup>R172H</sup> samples show increased presence of the large fragment (17/19 kDa) of activated CASPASE-3. Detection of 14-3-3 serves as loading control.

Figure information: In (d,f), scale bars: 50 μm.

### **Fig. S2. BRAF<sup>V600E</sup> expression leads to profound changes in organoid organization.**

(a) Induction of *Trp53*<sup>R172H/+</sup> neither leads to disintegration of SI nor COL organoids, and Paneth cells (white arrow) remain visible within *Trp53*<sup>R172H/+</sup> mutant SI crypts. Scale bar: 50 μm.

**(b)** Control SI organoids, which are unable to express BRAF<sup>V600E</sup> due to the lack of floxed alleles or cre recombinase, do not show any morphological changes after treatment with the indicated 4-HT concentrations. Scale bars: 50/100  $\mu$ m.

**(c-e)** Side-by-side comparison of epithelial features in SI and COL organoids expressing BRAF<sup>V600E</sup> and/or p53<sup>R172H</sup>. Different time points of *Trp53*<sup>R172H/+</sup> mutant COL organoids are shown to illustrate that p53<sup>R172H</sup> by itself does not disturb epithelial organization, neither at an early nor at a later time point following oncogene induction.

**(c)** KI-67 and E-Cadherin immunofluorescence (IF) staining of formalin-fixed paraffin-embedded (FFPE) organoid sections. Clusters positive for the S-phase marker KI-67 were confined to the stem cell niches of control organoids and those expressing p53<sup>R172H</sup>. In contrast, organoids expressing BRAF<sup>V600E</sup>, either singly or in combination with p53<sup>R172H</sup>, displayed extended stretches of KI-67 positive cells that often occurred outside of morphologically defined crypt bases. Note that the organization of the single-layered polarized epithelium appeared disturbed and the nuclei no longer exhibited their basal deposition.

**(d)** The establishment of an apico-basal-polarity axis represents a defining moment in epithelial organogenesis and for the sealing of epithelia by the proper deposition of tight junctions. Therefore, localization of PKC $\zeta$ , a widely used marker for the identification of the apical surface of epithelia [11], was assessed by IF. Note that PKC $\zeta$  is deposited at the luminal (apical) plasma membranes in control and p53<sup>R172H</sup> expressing SI and COL organoids, while its typical localization is absent in the presence of BRAF<sup>V600E</sup>.

**(e)** Cholera toxin (CTX; 0.1  $\mu$ g/ml) was used to assess the integrity of tight junctions in spheroid culture, as this toxin triggers ion mediated water efflux into the spheroid lumen [11]. Only if tight junctions are sealed, the lumen will expand in response to CTX. In line with our previous data showing that BRAF<sup>V600E</sup> impairs the seal of tight junctions in human CRC cell line spheroids [10, 12], we demonstrate that CTX triggers luminal expansion in control and p53<sup>R172H</sup> expressing SI and COL organoids but not in those expressing BRAF<sup>V600E</sup>. This indicates that BRAF<sup>V600E</sup> impairs epithelial sealing.

**(f)** IF staining for Lysozyme C in SI organoids. The niche of SI stem cells is organized by Paneth cells, which supply the crypt base with growth factors and can be visualized by lysozyme expression [13]. In agreement with the loss of

morphologically defined crypts and the disappearance of Paneth cells in bright-field micrographs (**Fig. S1d**), lysozyme positive Paneth cells were almost completely absent in organoids expressing BRAF<sup>V600E</sup>. This suggests that Paneth cells are lost upon BRAF<sup>V600E</sup> expression, which agrees with previous findings that ERK promotes Goblet cell generation at the expense of Paneth cells [14].

Figure information: In (c-f), scale bars: 50  $\mu$ m.

### **Fig. S3. Validation of RNA-Seq analysis.**

(a) PCA of RNA-Seq of SI (circles) and COL (triangles) crypts. Color code represents the different conditions where “off” corresponds to EtOH-treated control organoids and “on” corresponds to 4-HT induced organoids.

(b) IF staining of FFPE organoid sections indicates increased membranous  $\beta$ 1-Integrin (ITGB1) within BRAF<sup>V600E</sup> and double-mutant organoids.

(c) CTSE IF staining of FFPE organoid sections. BRAF<sup>V600E</sup> mutant SI and COL organoids show increased Cathepsin E production, which is even more enhanced by the addition of p53<sup>R172H</sup>.

(d) WB analyses and densitometric quantification of NR2E3 and Ephrin type-A receptor 2 (EPHA2) expression in COL organoids. Protein expression was normalized to corresponding loading control and EtOH-treated control organoids. N=3 independent biological replicates.

(e) Densitometric quantification of the WB analyses of CTSE and CAV1 shown in **Fig. 1c** and four and two additional biological replicates, respectively. Protein expression was normalized to corresponding loading control and EtOH-treated control organoids.

Figure information: In (b,c), scale bars: 50  $\mu$ m. In (d,e), data are presented as mean  $\pm$  SD. \*P  $\leq$  0.05; \*\*P  $\leq$  0.01; \*\*\*P  $\leq$  0.001; \*\*\*\*P  $\leq$  0.0001 (one-way ANOVA, corrected for multiple comparison by Bonferroni) (n  $\geq$  3 independent experiments).

### **Fig. S4. BRAF<sup>V600E</sup> mutant organoids resemble the gene signature of SSAs.**

*Braf*<sup>V600E/+</sup> and double-mutant COL organoids show enrichment and depletion of genes that are expressed at high and low levels (top 500), respectively, in SSAs when compared to tubular adenomas (TAs) from familial adenomatous polyposis patients, who harbor an *APC* germline mutation (GSE45270).

**Fig. S5. GSEA of the delta log2 fold-changes of the BRAF<sup>V600E</sup>-only and double-mutant organoids.**

Barplots of the top 50 (sorted by NES) UP (left panel) and DOWN (right panel) regulated MSigDB gene sets. Enrichment was performed on the calculated delta log2 fold-change between the double-mutant and BRAF<sup>V600E</sup>-only in the SI (a) and COL (b) organoids.

**Fig. S6. Analysis of the expression of EMT marker genes in *Braf*<sup>V600E/+</sup> (VE) single and *Braf*<sup>V600E/+</sup>,*Trp53*<sup>R172H/+</sup> (VE,p53) double mutant COL organoids.** Heatmap of the log2 fold-changes (4-HT induced vs. non-induced, color coded) of the genes listed in the EMT hallmark gene set.

**Fig. S7. *Braf*<sup>V600E/+</sup>,*Trp53*<sup>R172H/+</sup>-mutant COL organoids show enhanced invasive morphology.**

Bright-field images at a higher magnification of the invaded organoids shown in Fig. 4 G/H. Double-mutant COL organoids present with faster and increased attachment to the plastic surface and with pseudopodia formation (marked with white arrows). Scale bars: 50 µm.

**Fig. S8. Analysis of 4-HT induced APC deficiency in COL organoids.**

(a) Oncogene expression was induced and COL organoids were simultaneously treated with 7 µM of GSK inhibitor (GSK3i). Bright-field images are shown 4 days after oncogene induction. Scale bars: 50 µm.

(b) Confirmation of successful recombination of the *Apc*<sup>fl<sup>ox</sup></sup> allele within 4-HT-treated COL organoids by genomic PCR. DNA of donor mouse serves as control and EtOH serves as vehicle control for 4-HT.

(c) WB of COL organoids demonstrating ERK pathway activation and OLFM4 preservation within APC deficient organoids

(d) Schematic model of the *Rosa26::mTOM/mGFP* reporter allele, which produces a membrane-tethered tdTomato (mTOM) protein and a membrane-bound green fluorescent protein (mGFP) prior to and following Cre mediated recombination, respectively.

(e) Bright-field and fluorescent microscopy images of COL organoids treated with 0.1 µg/ml CTX for 24 hours. *Braf*<sup>V600E/+</sup>,*Apc*<sup>Δ/Δ</sup> mutant organoids do not show CTX-

induced luminal expansion, indicating impaired tight junction formation (see **Fig. S2e** for more details). Scale bars: 50  $\mu$ m.

**Fig. S9. WB analysis of trametinib-treated COL organoids.**

(a) COL organoids with the indicated genotypes (numbers 1-3 refer to different triple-mutant donor mice) were induced with 3  $\mu$ M 4-HT. They were treated with 25 nM trametinib for 24 h before they were lysed and analyzed by WB with the indicated antibodies. Detection of GAPDH or Vinculin serves as loading control.

(b) Densitometric quantification of the WB analyses shown in (a) and two additional biological replicates. Protein expression was normalized to GAPDH/ Vinculin and DMSO-treated double-mutant organoids. Data are presented as mean  $\pm$  SD. \*\*P  $\leq$  0.01 (one-way and two-way ANOVA, respectively, corrected for multiple comparison by Bonferroni) (n=3 independent experiments).

**Fig. S10. BRAF<sup>V600E</sup> upregulates YAP/TAZ targets in murine organoids.**

Analysis of Hippo pathway activity by YAP/TAZ transcriptional targets identified by Wang and colleagues in SI and COL organoids. Color code represents the log2 fold-change (induced vs. non-induced). *Braf*<sup>V600E/+</sup> (VE); *Braf*<sup>V600E/+</sup>, *Trp53*<sup>R172H/+</sup> (VE,p53).

**Videos S1,2.**

Time lapse videos (every 4h) of SI (**Video S1**) and COL (**Video S2**) organoids at days 1-6 after oncogene induction. Note the fast proliferation of mutant organoids, especially of COL organoids in video supplement 2. Scale bars: 250  $\mu$ m.

**Video S3.**

Time lapse videos (every 1 h) of COL organoids with the indicated genotypes at days 2-5 after oncogene induction. Scale bars: 250  $\mu$ m.

### 3. Table S1. Summary of studies using BRAF<sup>V600E</sup> mutant SI and COL organoids.

| Reference             | Model                                                                                                          | Time point of 4-HT (or dox) treatment                       | Culture conditions                                                                                                                                | Organoid type | Observation on organoids                                                                                                                                                            |
|-----------------------|----------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Riemer et al., 2015   | dox inducible <i>Braf</i> <sup>V600K</sup> transgene knocked into <i>Rosa26</i> locus                          | <i>in vivo</i> (dox) via drinking water and <i>in vitro</i> | (Sato et al., 2011)                                                                                                                               | SI            | no organoid survival after isolation of dox treated mice; cell death of dox treated organoids; loss of stem cell niche; rescue by BRAF and MEK inhibition or Wnt pathway activation |
| Fessler et al., 2016  | introduction of <i>BRAF</i> <sup>V600E</sup> in human COL organoids by homologous recombination                | Not applicable                                              | (Prasetyanti et al., 2013; Sato et al., 2011)                                                                                                     | COL           | no disintegration observed                                                                                                                                                          |
| Tong et al., 2017     | Villin-CreER <sup>T2</sup> + <i>Braf</i> <sup>floxV600E</sup> mice (Dankort et al., 2007)                      | <i>in vivo</i> via intraperitoneal injection                | 2.5% R-Spondin conditioned-media                                                                                                                  | SI            | no organoid survival after isolation; loss of Paneth cells; reduction of <i>Cdx2</i> gene, loss of <i>SMAD4</i> or elevated WNT signaling rescue organoids                          |
| Sakamoto et al., 2017 | Cdx2P-CreER <sup>T2</sup> + <i>Braf</i> <sup>floxV600E</sup> mice (Dankort et al., 2007)                       | <i>in vivo</i> via intraperitoneal injection                | (Yui et al., 2012); 10% R-spondin2 (Bell et al., 2008), 10% Wnt3A (Barker et al., 2010) conditioned-media; 50 ng/ml mouse HGF; 10 $\mu$ M Y-27632 | COL           | no disintegration observed                                                                                                                                                          |
| Bond et al., 2018     | Villin-CreER <sup>T2</sup> + <i>Braf</i> <sup>floxV600E</sup> mice (Dankort et al., 2007)                      | 1 $\mu$ M <i>in vitro</i>                                   | (Sato et al., 2011); Matrigel "sandwich"                                                                                                          | COL           | no disintegration observed                                                                                                                                                          |
| Lannagan et al., 2019 | Villin-CreER <sup>T2</sup> + <i>Braf</i> <sup>floxV600E</sup> mice (Dankort et al., 2007)                      | 1 $\mu$ M <i>in vitro</i>                                   | Matrigel "sandwich" (Onuma et al., 2013); 20% R-spondin2, 50% Wnt3A conditioned-media                                                             | COL           | no disintegration observed                                                                                                                                                          |
| Tao et al., 2019      | Lentiviral Cre delivery in organoids derived from <i>Braf</i> <sup>floxV600E</sup> mice (Dankort et al., 2007) | Not applicable                                              | (Weeber et al., 2015); 10% Noggin, 20% R-Spondin1, 50% Wnt3A conditioned-media                                                                    | COL           | cell death upon BRAF <sup>V600E</sup> induction in organoids at low passage number. Long-term cultured organoids are less sensitive to oncogene induction                           |
| Brandt et al., 2019   | dox inducible <i>Braf</i> <sup>V600E</sup> transgene knocked into <i>Rosa26</i> locus                          | <i>in vitro</i> (dox)                                       | R-Spondin conditioned-media                                                                                                                       | SI            | cell death upon BRAF <sup>V600E</sup> induction; epithelial disorganization; rescue of organoid death by MEK or ERK inhibitors                                                      |

**4. Table S2. Summary of selected BRAF<sup>V600E</sup> regulated genes that have been validated by WB or IHC and their relevance in human CRC and other cancers.**

| Gene         | Response to BRAF <sup>V600E</sup> induction in murine organoids | Alteration in human colorectal and other cancers                                                                                                                                                                              | Prognostic relevance                                                                                                                                                              |
|--------------|-----------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>AMACR</b> | downregulated                                                   | Strongly expressed in differentiated CRC, but <u>weakly</u> expressed in anaplastic CRC as assessed by IHC [30-32]. <u>Low</u> expression correlates with mucinous histology [33] and right-sided tumors [34].                | Potential marker for tumor differentiation/neoplastic change and significant association with prognostic factors such as tumor grade, tumor stage and tumor location [30-32, 34]. |
| <b>CAV1</b>  | upregulated                                                     | Increased expression in high grade tumors with greater depth of invasiveness [35].                                                                                                                                            | Potential tumor suppressor gene [36] and potential marker for selecting low- and high-stage CRC patients [35].                                                                    |
| <b>CTSE</b>  | upregulated                                                     | Upregulated, in particular in SSAs as shown by IHC and quantitative RT-PCR [37, 38].                                                                                                                                          | Potential marker for SSA [37].                                                                                                                                                    |
| <b>EPHA2</b> | upregulated                                                     | <u>High</u> mRNA and protein expression are associated with poor overall survival in stage II/III CRC (shown using a CRC microarray dataset and IHC) [39]. <u>High</u> expression correlates with metastatic spread [40].     | Poor prognostic marker in stage II/III CRC and EPHA2-targeted agents as potential treatment strategy [39].                                                                        |
| <b>ITGB1</b> | upregulated                                                     | High expression in advanced tumors and liver metastases as shown by IHC. High expression correlates with shortened OS and DFS [41].                                                                                           | Potential biomarker for disease progression [41].                                                                                                                                 |
| <b>MUC2</b>  | upregulated                                                     | Increased expression of MUC2 in mucinous CRC. Significantly higher incidence of BRAF mutations in mucinous CRC [42, 43].                                                                                                      | Mucinous CRCs often present at an advanced stage and correlate with poor survival [43, 44].                                                                                       |
| <b>MYOF</b>  | upregulated                                                     | <u>Overexpressed</u> in human CRC as shown by IHC staining and TCGA gene expression data sets [45].                                                                                                                           | High expression is associated with lower survival in CRC patients [45].                                                                                                           |
| <b>NR2E3</b> | downregulated                                                   | <b>No data for CRC so far.</b> Low expression in ER $\alpha$ -positive breast cancer patients associated with worse recurrence-free survival [46]. Low expression in liver tumors as assessed by IHC [47].                    | Potential tumor suppressor in breast and liver cancer [46, 47].                                                                                                                   |
| <b>OLFM4</b> | downregulated                                                   | IHC and proteomic approaches show <u>upregulation</u> of OLFM4 in adenoma and early CRC stages compared to normal epithelium. There is no difference between OLFM4 expression in stage III/IV CRC vs. normal tissue [48, 49]. | Reduced OLFM4 (also known as hGC-1) expression as potential marker for poor differentiation and malignant progression of CRC [49].                                                |

## 5. Supplementary References

- 1 Dankort D, Filenova E, Collado M, Serrano M, Jones K, McMahon M. A new mouse model to explore the initiation, progression, and therapy of BRAFV600E-induced lung tumors. *Genes Dev* 2007; 21: 379-384.
- 2 Shibata H, Toyama K, Shioya H, Ito M, Hirota M, Hasegawa S *et al.* Rapid colorectal adenoma formation initiated by conditional targeting of the Apc gene. *Science* 1997; 278: 120-123.
- 3 Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 2014; 30: 2114-2120.
- 4 Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 2013; 29: 15-21.
- 5 Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W *et al.* limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 2015; 43: e47.
- 6 Sergushichev AA. An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. *bioRxiv* 2019.
- 7 Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* 2015; 1: 417-425.
- 8 Mustata RC, Vasile G, Fernandez-Vallone V, Strollo S, Lefort A, Libert F *et al.* Identification of Lgr5-independent spheroid-generating progenitors of the mouse fetal intestinal epithelium. *Cell Rep* 2013; 5: 421-432.
- 9 Colaprico A, Silva TC, Olsen C, Garofano L, Cava C, Garolini D *et al.* TCGAAbiolinks: an R/Bioconductor package for integrative analysis of TCGA data. *Nucleic Acids Res* 2016; 44: e71.
- 10 Röring M, Herr R, Fiala GJ, Heilmann K, Braun S, Eisenhardt AE *et al.* Distinct requirement for an intact dimer interface in wild-type, V600E and kinase-dead B-Raf signalling. *EMBO J* 2012; 31: 2629-2647.
- 11 Jaffe AB, Kaji N, Durgan J, Hall A. Cdc42 controls spindle orientation to position the apical surface during epithelial morphogenesis. *J Cell Biol* 2008; 183: 625-633.
- 12 Herr R, Köhler M, Andrlová H, Weinberg F, Möller Y, Halbach S *et al.* B-Raf inhibitors induce epithelial differentiation in BRAF-mutant colorectal cancer cells. *Cancer Res* 2015; 75: 216-229.
- 13 Sato T, van Es JH, Snippert HJ, Stange DE, Vries RG, van den Born M *et al.* Paneth cells constitute the niche for Lgr5 stem cells in intestinal crypts. *Nature* 2011; 469: 415-418.

- 14 Heuberger J, Kosel F, Qi J, Grossmann KS, Rajewsky K, Birchmeier W. Shp2/MAPK signaling controls goblet/paneth cell fate decisions in the intestine. *Proc Natl Acad Sci U S A* 2014; 111: 3472-3477.
- 15 Riemer P, Sreekumar A, Reinke S, Rad R, Schafer R, Sers C *et al.* Transgenic expression of oncogenic BRAF induces loss of stem cells in the mouse intestine, which is antagonized by beta-catenin activity. *Oncogene* 2015; 34: 3164-3175.
- 16 Fessler E, Drost J, van Hooff SR, Linnekamp JF, Wang X, Jansen M *et al.* TGFbeta signaling directs serrated adenomas to the mesenchymal colorectal cancer subtype. *EMBO Mol Med* 2016; 8: 745-760.
- 17 Prasetyanti PR, Zimmerlin CD, Bots M, Vermeulen L, Melo Fde S, Medema JP. Regulation of stem cell self-renewal and differentiation by Wnt and Notch are conserved throughout the adenoma-carcinoma sequence in the colon. *Mol Cancer* 2013; 12: 126.
- 18 Tong K, Pellon-Cardenas O, Sirihorachai VR, Warder BN, Kothari OA, Perekatt AO *et al.* Degree of Tissue Differentiation Dictates Susceptibility to BRAF-Driven Colorectal Cancer. *Cell Rep* 2017; 21: 3833-3845.
- 19 Sakamoto N, Feng Y, Stolfi C, Kurosu Y, Green M, Lin J *et al.* BRAF(V600E) cooperates with CDX2 inactivation to promote serrated colorectal tumorigenesis. *Elife* 2017; 6.
- 20 Yui S, Nakamura T, Sato T, Nemoto Y, Mizutani T, Zheng X *et al.* Functional engraftment of colon epithelium expanded in vitro from a single adult Lgr5(+) stem cell. *Nat Med* (In Vitro Research Support, Non-U.S. Gov't) 2012; 18: 618-623.
- 21 Bell SM, Schreiner CM, Wert SE, Mucenski ML, Scott WJ, Whitsett JA. R-spondin 2 is required for normal laryngeal-tracheal, lung and limb morphogenesis. *Development* 2008; 135: 1049-1058.
- 22 Barker N, Huch M, Kujala P, van de Wetering M, Snippert HJ, van Es JH *et al.* Lgr5(+ve) stem cells drive self-renewal in the stomach and build long-lived gastric units in vitro. *Cell Stem Cell* 2010; 6: 25-36.
- 23 Bond CE, Liu C, Kawamata F, McKeone DM, Fernando W, Jamieson S *et al.* Oncogenic BRAF mutation induces DNA methylation changes in a murine model for human serrated colorectal neoplasia. *Epigenetics* 2018; 13: 40-48.
- 24 Lannagan TRM, Lee YK, Wang T, Roper J, Bettington ML, Fennell L *et al.* Genetic editing of colonic organoids provides a molecularly distinct and orthotopic preclinical model of serrated carcinogenesis. *Gut* 2019; 68: 684-692.
- 25 Onuma K, Ochiai M, Orihashi K, Takahashi M, Imai T, Nakagama H *et al.* Genetic reconstitution of tumorigenesis in primary intestinal cells. *Proc Natl Acad Sci U S A* 2013; 110: 11127-11132.

- 26 Tao Y, Kang B, Petkovich DA, Bhandari YR, In J, Stein-O'Brien G *et al.* Aging-like Spontaneous Epigenetic Silencing Facilitates Wnt Activation, Stemness, and Braf(V600E)-Induced Tumorigenesis. *Cancer Cell* 2019; 35: 315-328 e316.
- 27 Weeber F, van de Wetering M, Hoogstraat M, Dijkstra KK, Krijgsman O, Kuilman T *et al.* Preserved genetic diversity in organoids cultured from biopsies of human colorectal cancer metastases. *Proc Natl Acad Sci U S A* 2015; 112: 13308-13311.
- 28 Brandt R, Sell T, Luthen M, Uhlitz F, Klinger B, Riemer P *et al.* Cell type-dependent differential activation of ERK by oncogenic KRAS in colon cancer and intestinal epithelium. *Nat Commun* 2019; 10: 2919.
- 29 Sato T, Stange DE, Ferrante M, Vries RG, Van Es JH, Van den Brink S *et al.* Long-term expansion of epithelial organoids from human colon, adenoma, adenocarcinoma, and Barrett's epithelium. *Gastroenterology* 2011; 141: 1762-1772.
- 30 Kuefer R, Varambally S, Zhou M, Lucas PC, Loeffler M, Wolter H *et al.* alpha-Methylacyl-CoA racemase: expression levels of this novel cancer biomarker depend on tumor differentiation. *Am J Pathol* 2002; 161: 841-848.
- 31 Shi X, Gong E, Wu X. Alpha-methylacyl-CoA racemase/P504S overexpression in colorectal carcinoma is correlated with tumor differentiation. *Appl Immunohistochem Mol Morphol* 2007; 15: 175-180.
- 32 Shukla N, Adhya AK, Rath J. Expression of Alpha - Methylacyl - Coenzyme A Racemase (AMACR) in Colorectal Neoplasia. *J Clin Diagn Res* 2017; 11: EC35-EC38.
- 33 Chen ZM, Ritter JH, Wang HL. Differential expression of alpha-methylacyl coenzyme A racemase in adenocarcinomas of the small and large intestines. *Am J Surg Pathol* 2005; 29: 890-896.
- 34 Marx A, Simon P, Simon R, Mirlacher M, Izbicki JR, Yekebas E *et al.* AMACR expression in colorectal cancer is associated with left-sided tumor localization. *Virchows Arch* 2008; 453: 243-248.
- 35 Kitowska A, Wesserling M, Seroczynska B, Szutowicz A, Ronowska A, Peksa R *et al.* Differentiation of high-risk stage I and II colon tumors based on evaluation of CAV1 gene expression. *J Surg Oncol* 2015; 112: 408-414.
- 36 Engelman JA, Zhang XL, Lisanti MP. Genes encoding human caveolin-1 and -2 are co-localized to the D7S522 locus (7q31.1), a known fragile site (FRA7G) that is frequently deleted in human cancers. *FEBS Lett* 1998; 436: 403-410.
- 37 Caruso M, Moore J, Goodall GJ, Thomas M, Phillis S, Tyskin A *et al.* Over-expression of cathepsin E and trefoil factor 1 in sessile serrated adenomas of

the colorectum identified by gene expression analysis. *Virchows Arch* 2009; 454: 291-302.

- 38 Delker DA, McGettigan BM, Kanth P, Pop S, Neklason DW, Bronner MP *et al.* RNA sequencing of sessile serrated colon polyps identifies differentially expressed genes and immunohistochemical markers. *PLoS One* 2014; 9: e88367.
- 39 Dunne PD, Dasgupta S, Blayney JK, McArt DG, Redmond KL, Weir JA *et al.* EphA2 Expression Is a Key Driver of Migration and Invasion and a Poor Prognostic Marker in Colorectal Cancer. *Clin Cancer Res* 2016; 22: 230-242.
- 40 Saito T, Masuda N, Miyazaki T, Kanoh K, Suzuki H, Shimura T *et al.* Expression of EphA2 and E-cadherin in colorectal cancer: correlation with cancer metastasis. *Oncol Rep* 2004; 11: 605-611.
- 41 Liu QZ, Gao XH, Chang WJ, Gong HF, Fu CG, Zhang W *et al.* Expression of ITGB1 predicts prognosis in colorectal cancer: a large prospective study based on tissue microarray. *Int J Clin Exp Pathol* 2015; 8: 12802-12810.
- 42 Hanski C, Hofmeier M, Schmitt-Gräff A, Riede E, Hanski ML, Borchard F *et al.* Overexpression or ectopic expression of MUC2 is the common property of mucinous carcinomas of the colon, pancreas, breast, and ovary. *J Pathol* 1997; 182: 385-391.
- 43 Tanaka H, Deng G, Matsuzaki K, Kakar S, Kim GE, Miura S *et al.* BRAF mutation, CpG island methylator phenotype and microsatellite instability occur more frequently and concordantly in mucinous than non-mucinous colorectal cancer. *Int J Cancer* 2006; 118: 2765-2771.
- 44 You JF, Hsieh LL, Changchien CR, Chen JS, Chen JR, Chiang JM *et al.* Inverse effects of mucin on survival of matched hereditary nonpolyposis colorectal cancer and sporadic colorectal cancer patients. *Clin Cancer Res* 2006; 12: 4244-4250.
- 45 Rademaker G, Costanza B, Bellier J, Herfs M, Peiffer R, Agirman F *et al.* Human colon cancer cells highly express myoferlin to maintain a fit mitochondrial network and escape p53-driven apoptosis. *Oncogenesis* 2019; 8: 21.
- 46 Park YY, Kim K, Kim SB, Hennessy BT, Kim SM, Park ES *et al.* Reconstruction of nuclear receptor network reveals that NR2E3 is a novel upstream regulator of ESR1 in breast cancer. *EMBO Mol Med* 2012; 4: 52-67.
- 47 Khanal T, Choi K, Leung YK, Wang J, Kim D, Janakiram V *et al.* Loss of NR2E3 represses AHR by LSD1 reprogramming, is associated with poor prognosis in liver cancer. *Sci Rep* 2017; 7: 10662.
- 48 Besson D, Pavageau AH, Valo I, Bourreau A, Bélanger A, Eymerit-Morin C *et al.* A quantitative proteomic approach of the different stages of colorectal

cancer establishes OLFM4 as a new nonmetastatic tumor marker. *Mol Cell Proteomics* 2011; 10: M111.009712.

- 49 Liu W, Liu Y, Zhu J, Wright E, Ding I, Rodgers GP. Reduced hGC-1 protein expression is associated with malignant progression of colon carcinoma. *Clin Cancer Res* 2008; 14: 1041-1049.

Reischmann\_Supplementary Figure 1

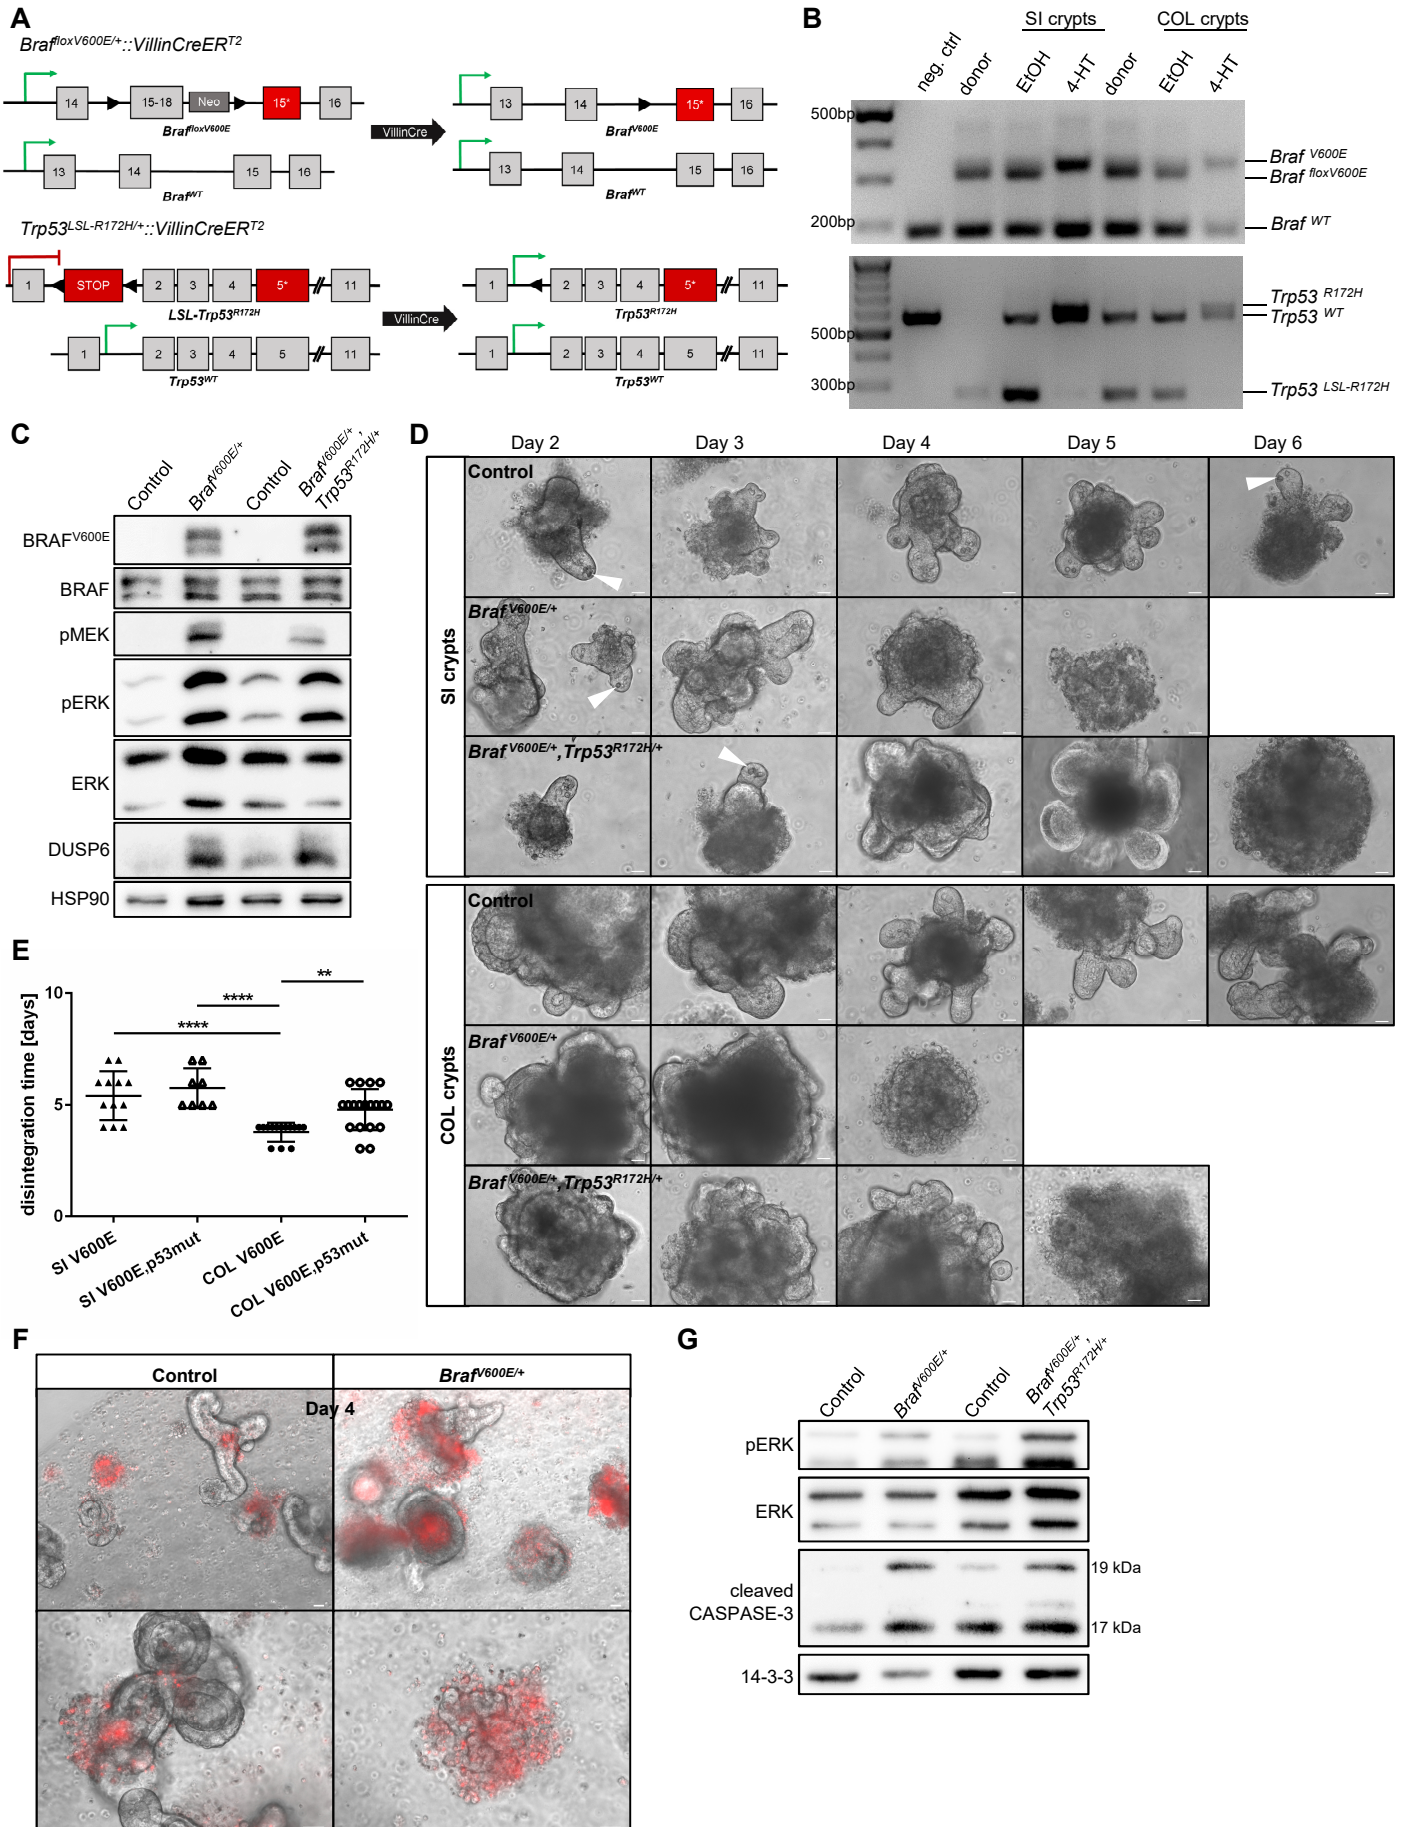

Reischmann\_Supplementary Figure 2

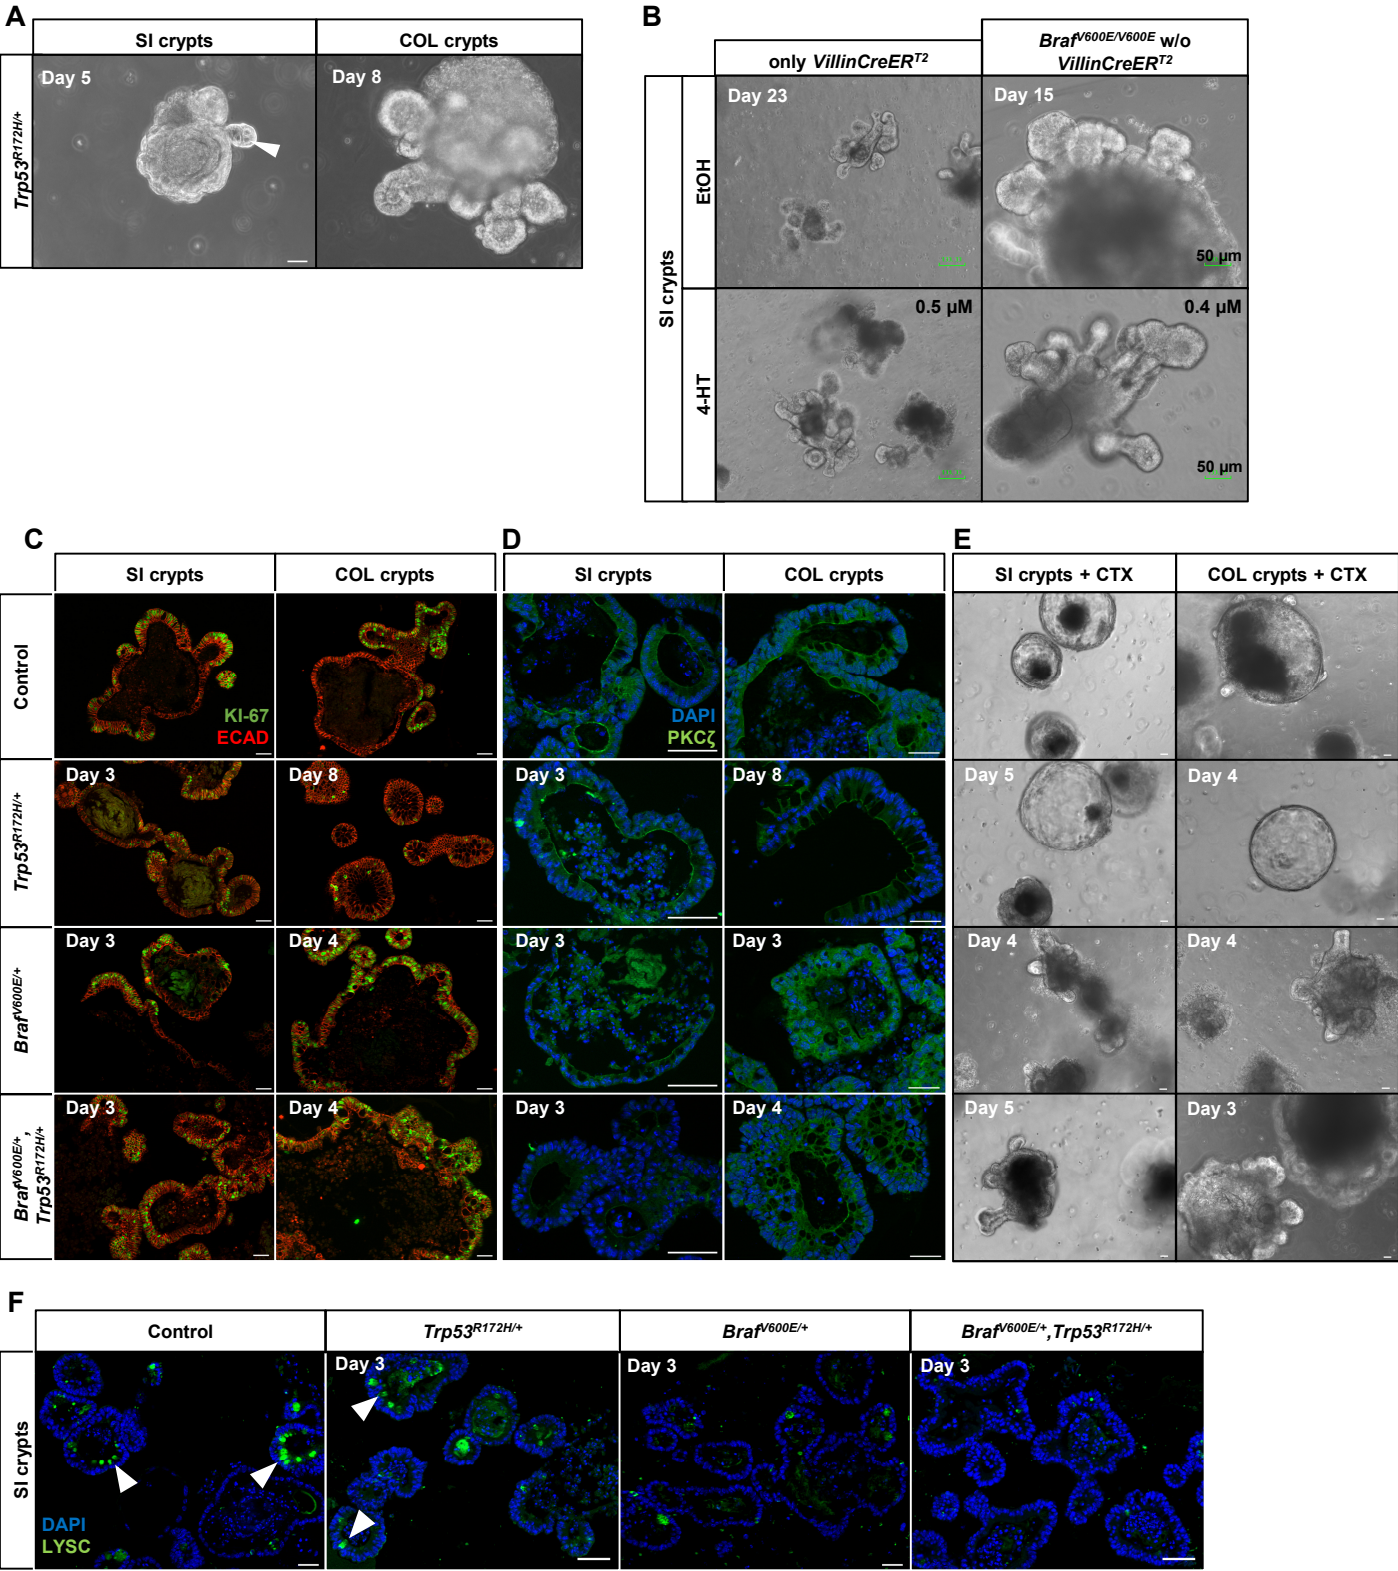

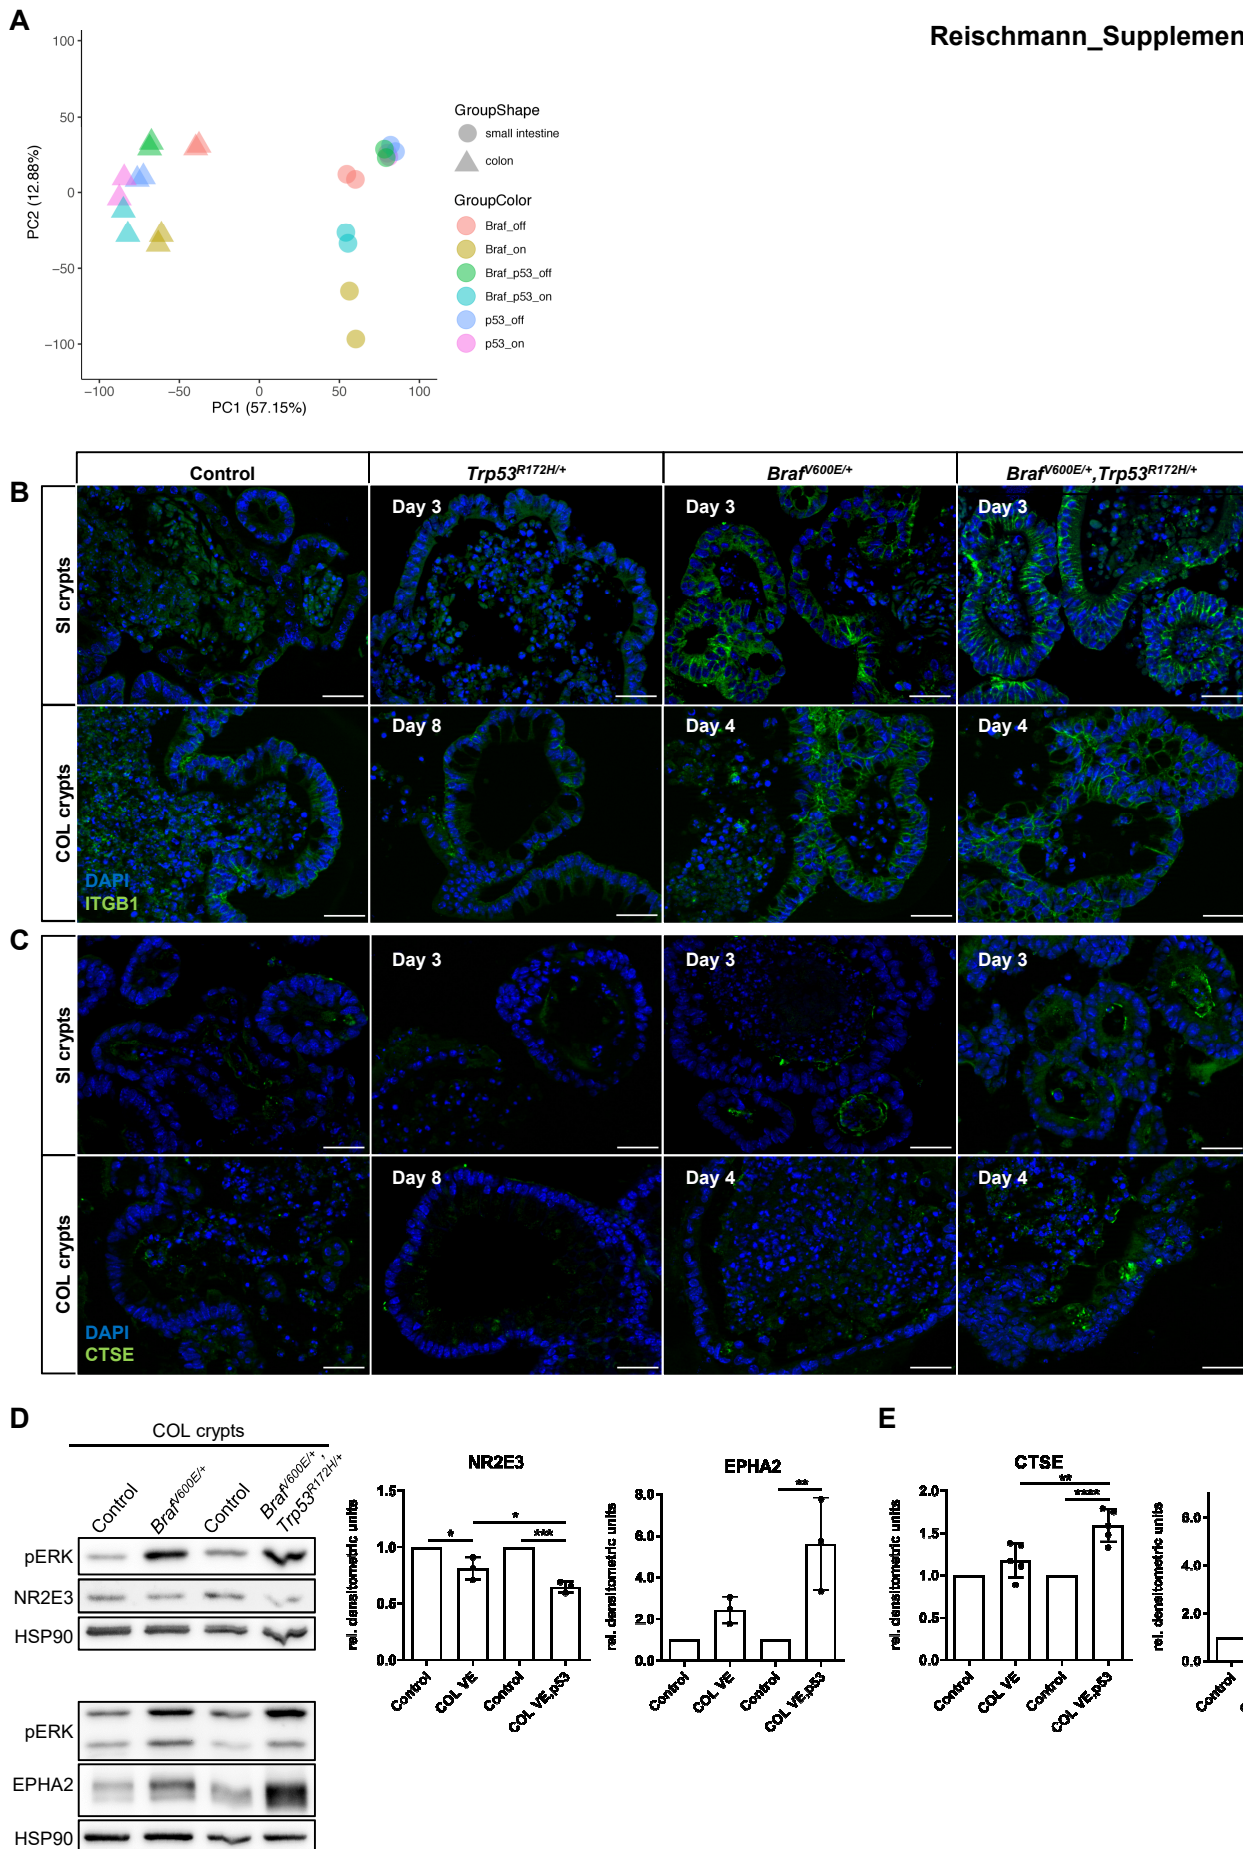

Reischmann\_Supplementary Figure 4

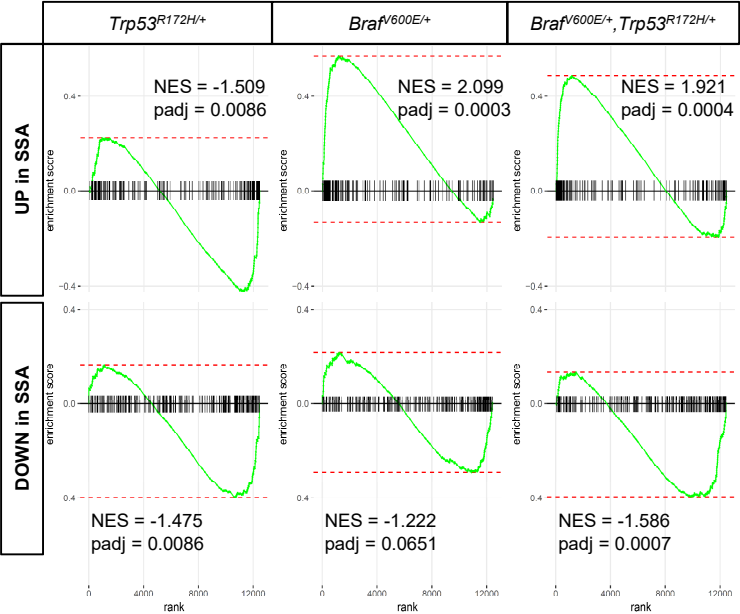

A

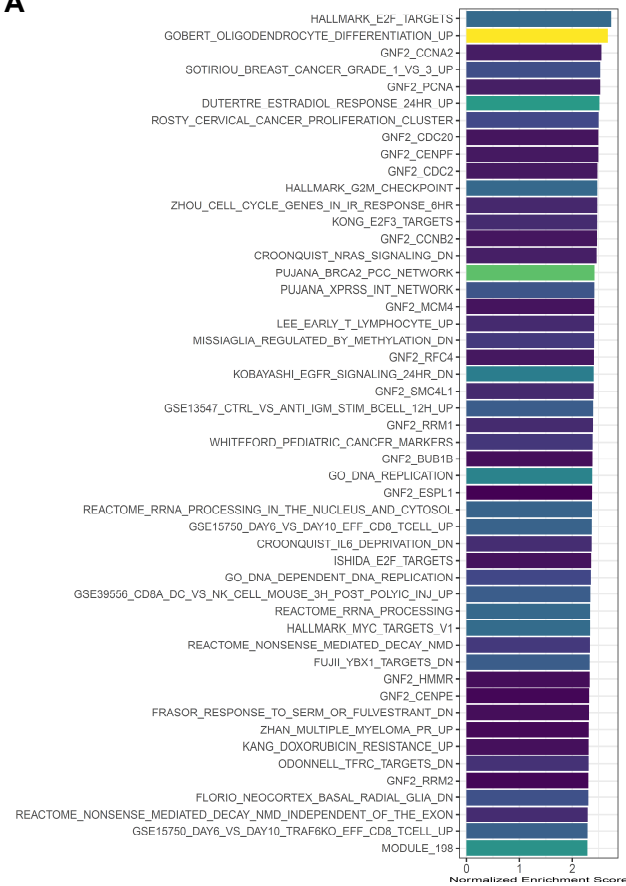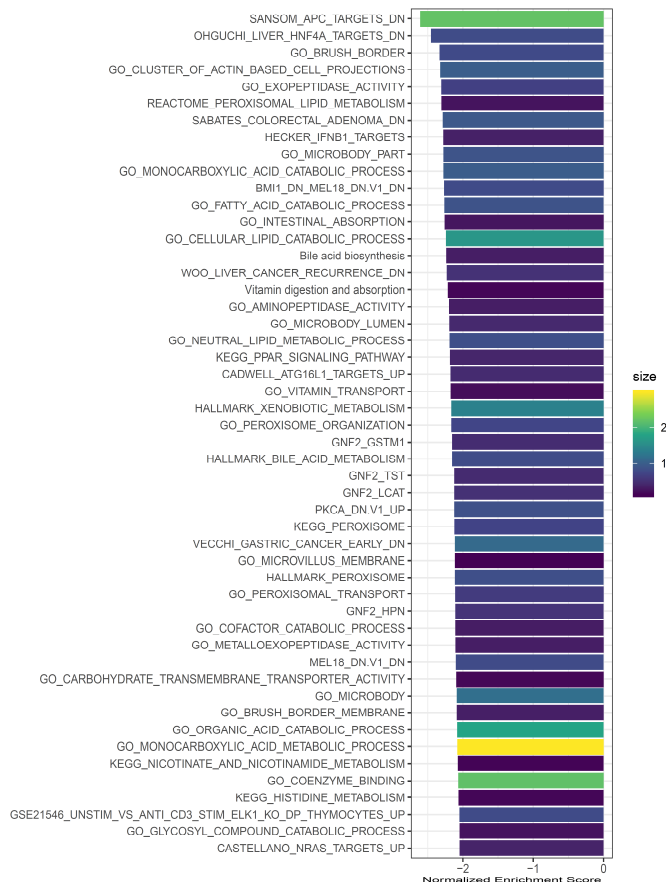

B

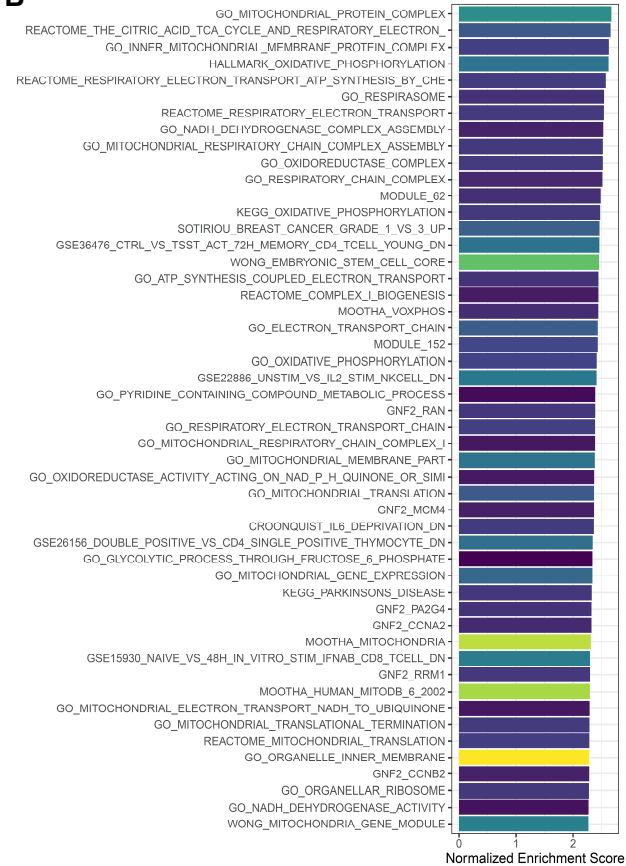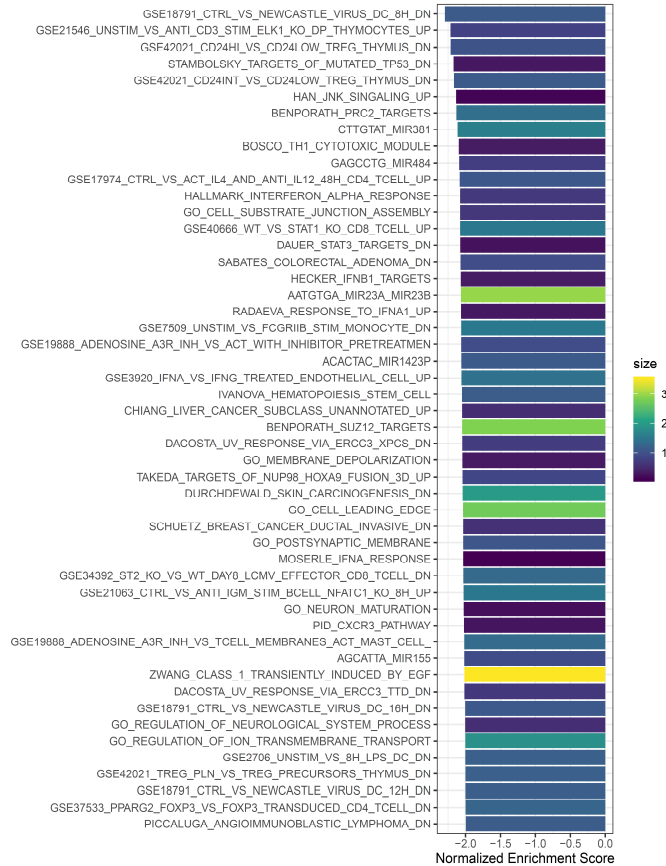

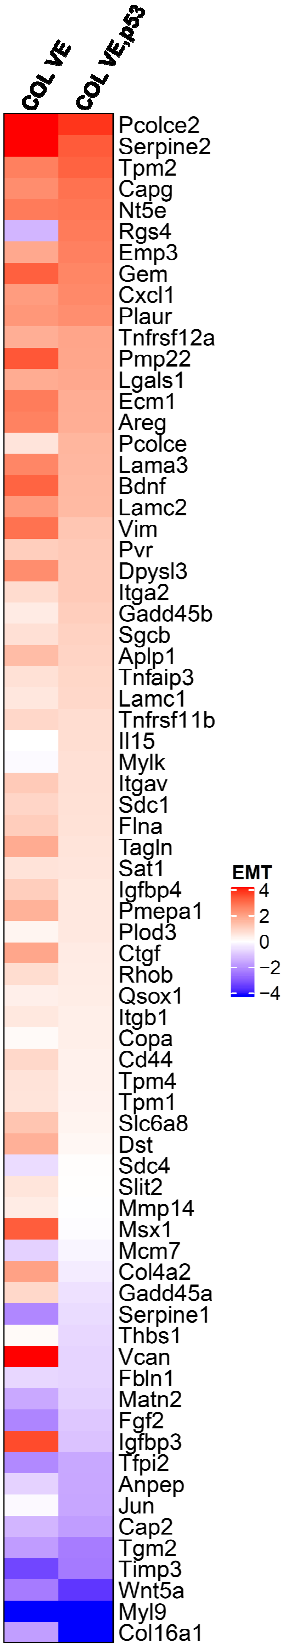

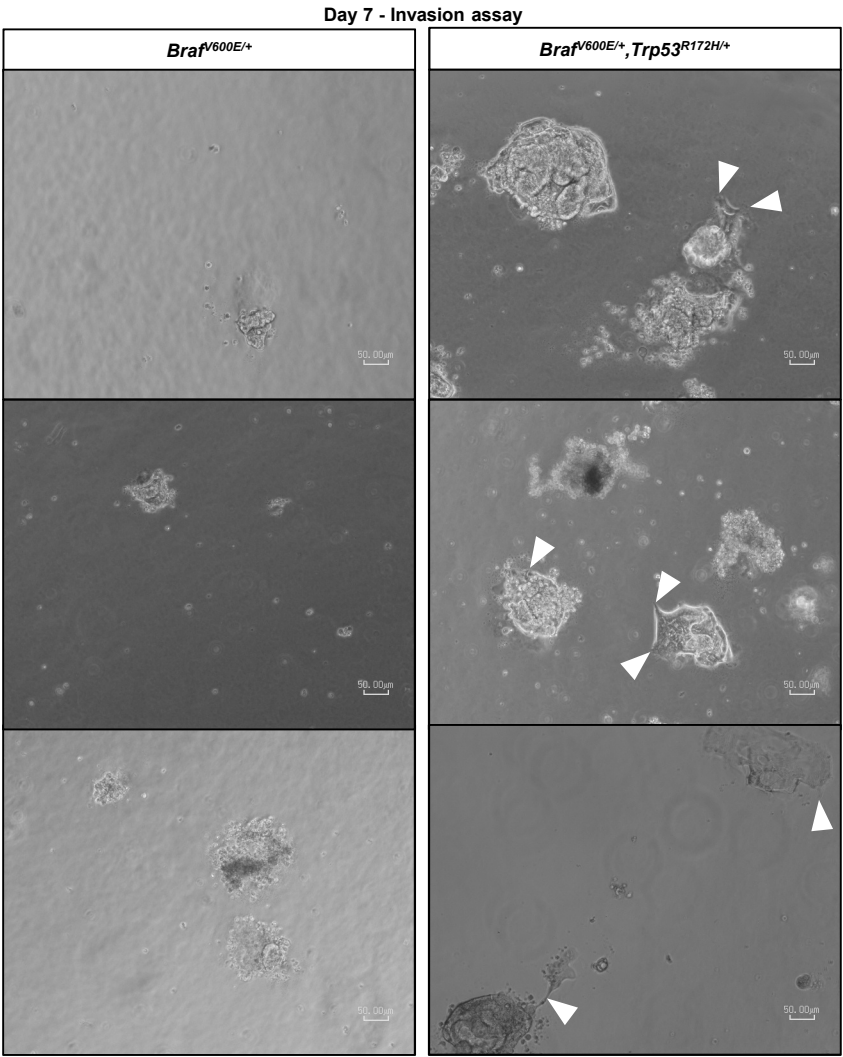

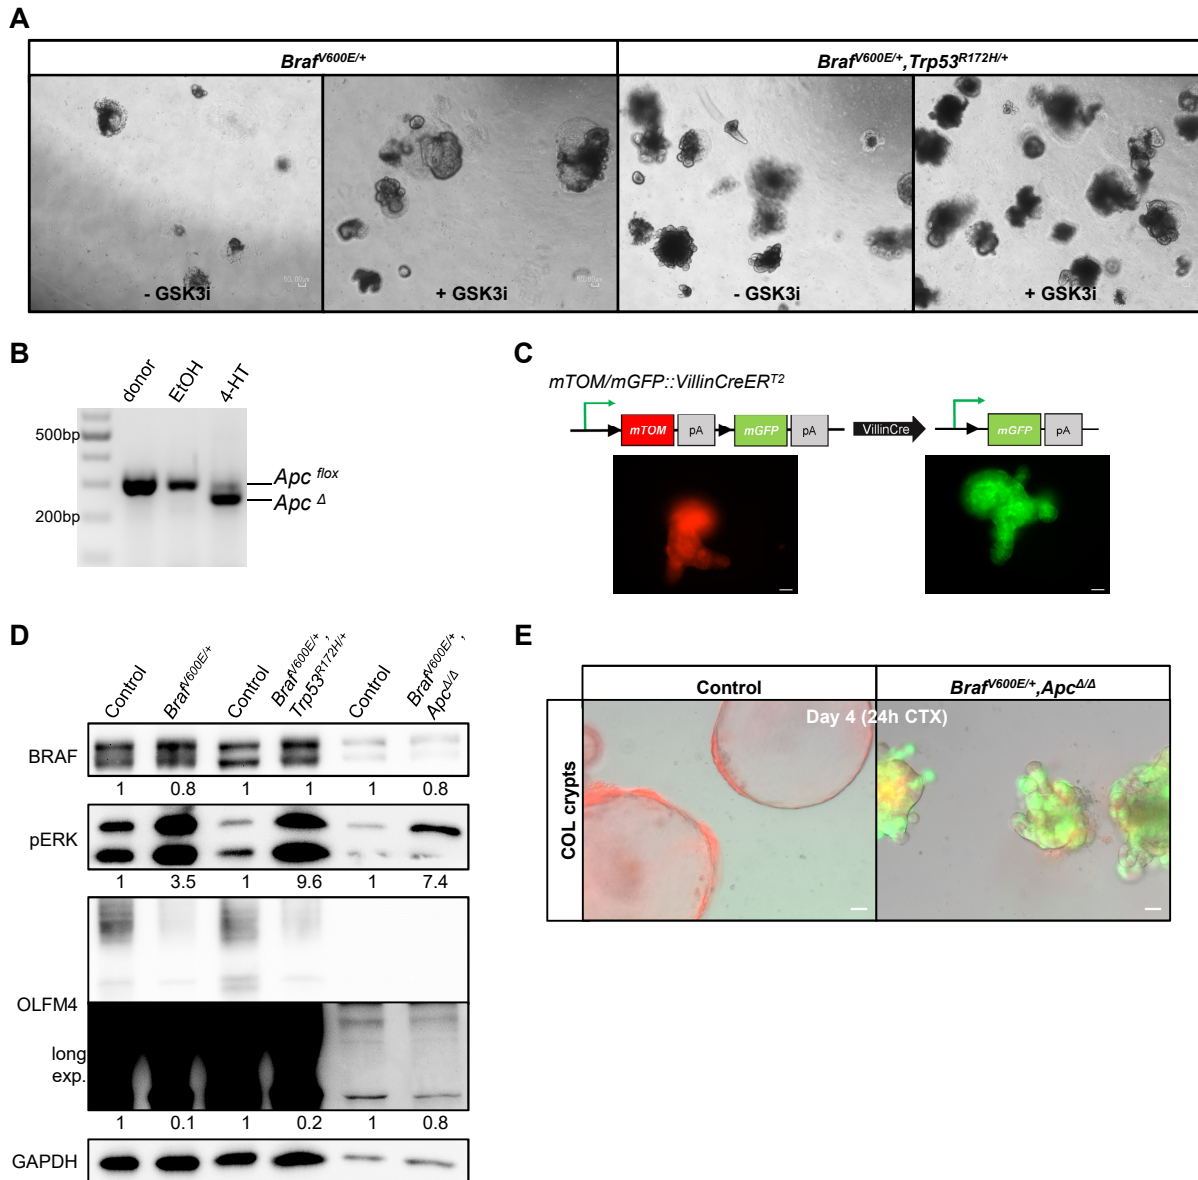

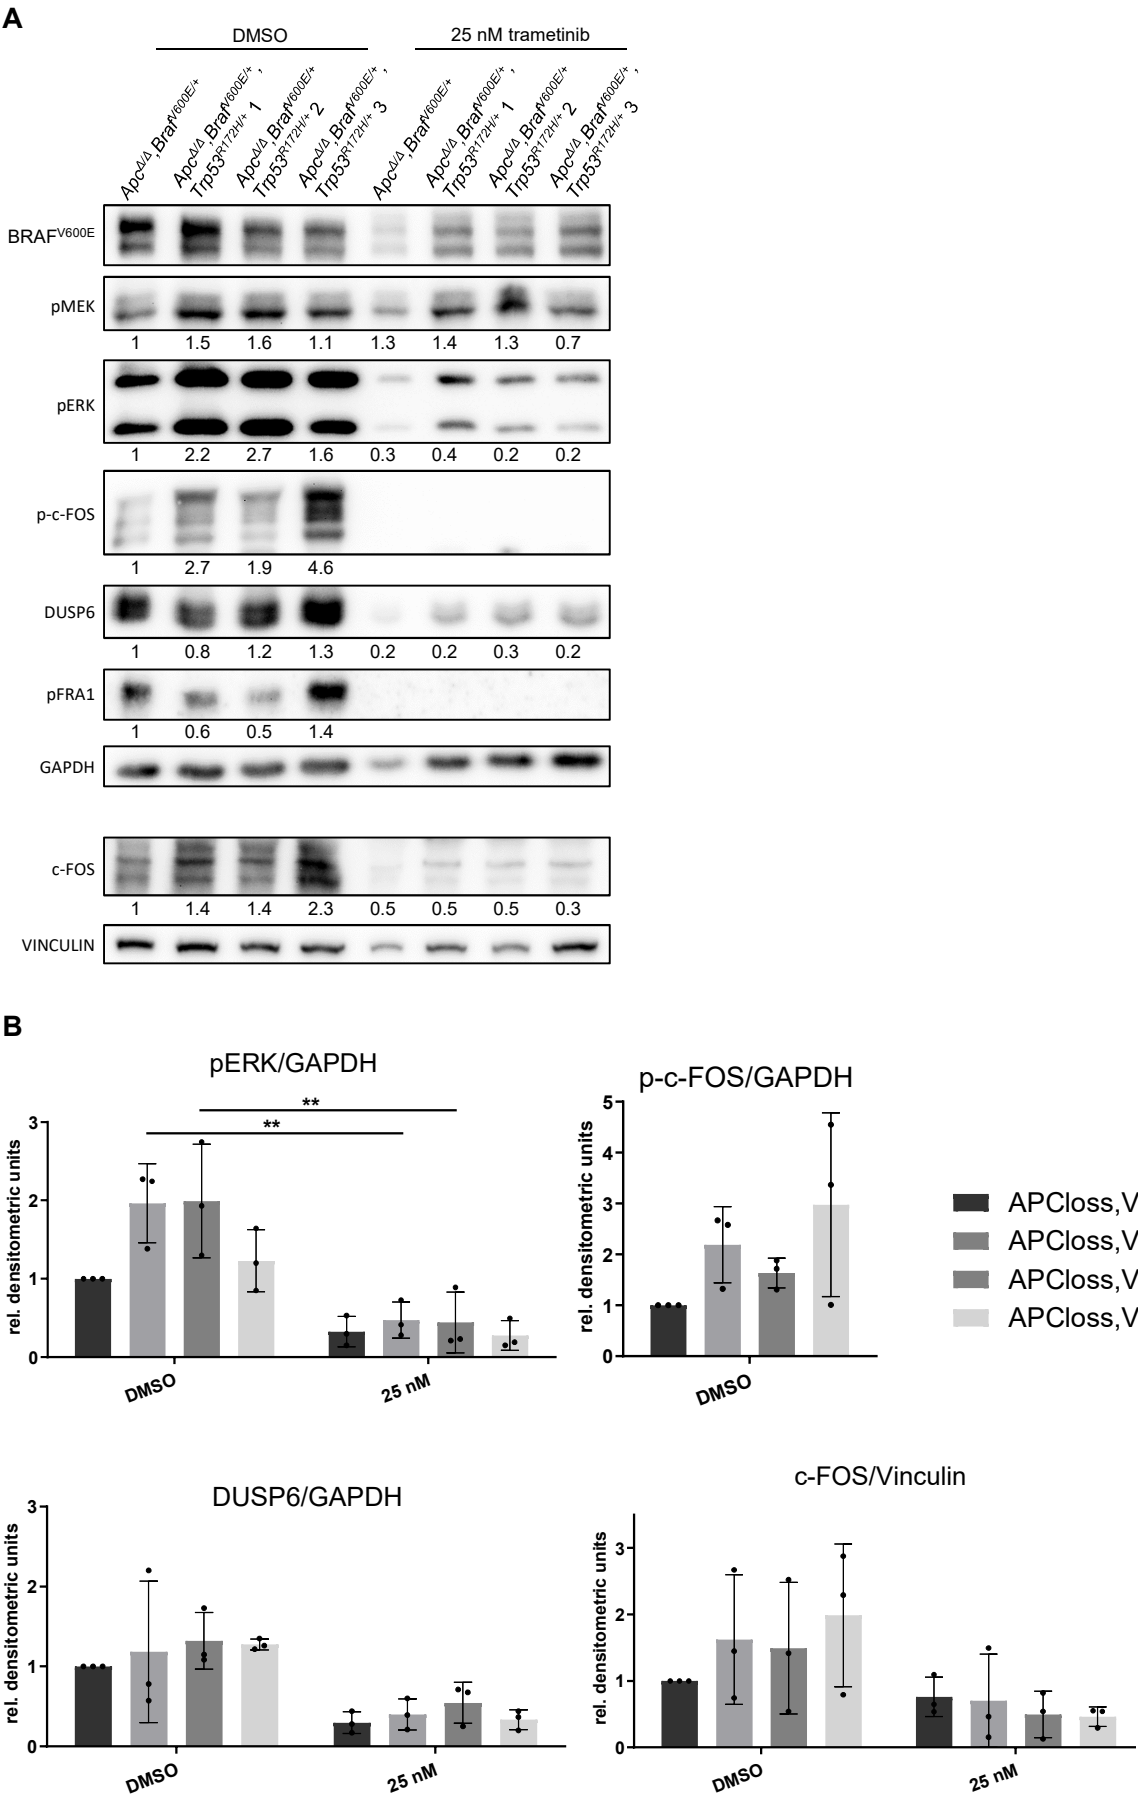

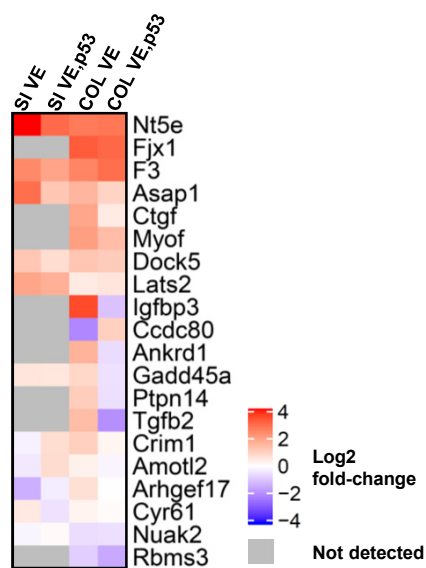

**Supplement:** Supplementary file 1 — Supplementary Materials and data

How the deposited data were processed for this re-analysis (not part of the article)

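RNA-Seq was performed by the authors on crypts freshly isolated from the small intestine (SI) and colon (COL) of 4 wild-type donor mice, giving 8 libraries. The authors trimmed paired-end reads with Trimmomatic, aligned them to mm10 and counted reads per gene with STAR. They deposited these counts as whole numbers per Ensembl gene, without normalization and with 1 column per library. The versions, the annotation release and the use of the strand in counting are not given in the paper's text. Samples were assigned to tissue and donor mouse from the sample labels and the legend of Fig. 2, and no column was left out. The sex of each mouse is used as the labels give it. The organoid experiments of the paper were not analysed here.

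Total counts ranged from 15969428 in COL2 to 32908060 in COL4. Gene symbols, coordinates, biotypes and transcript sequences were taken from GENCODE vM21. Its assembly, GRCm38, is that of mm10, and 563 of the 45706 gene identifiers had no match in it. Spry3 was not analysed here. As a check on reads that several genes can share, the share of 50-base stretches of the longest transcript of each named gene that also occur in a transcript of another gene, on either strand, was computed.

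All tests were computed from the deposited counts with R 4.3.3. The main test was edgeR 4.0.16's quasi-likelihood test (glmQLFit and glmQLFTest) of SI against COL with TMM normalization. Genes were kept by filterByExpr with the tissue as group, which asks for about 10 counts in a library of median size in at least 4 libraries and for 15 counts in all. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold of 0.05 is the one in the supplementary methods. Standard errors were derived from the unshrunk coefficient and the F statistic. CPM values are counts divided by the TMM-scaled sum of the counts of the genes kept. Principal components, gene lists and correlations used log2 CPM with a prior count of 2. The log2 values plotted for single genes, and those compared by exact permutation tests, used an offset of 0.1 CPM. Exact permutation tests were two-sided over all 70 assignments of the 8 libraries, and exact sign-flip tests used the differences within the 4 mice.

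The supplementary methods name limma for the paper's comparison of SI and COL crypts, without its normalization, filter or design. EdgeR was fixed as the main test before the data were examined, and limma-voom was an alternative. The main test has no term for the donor mouse, because the methods name none. The pairing of SI and COL libraries comes from the donor numbers in the labels and from Fig. 2. The fit with the donor mouse as a block was the alternative. The design, the gene lists other than the 10 largest changes, and most alternatives were fixed before the data were examined. The genes named in the text are those of Fig. 2b and its legend, the remaining members of the Sprouty, Spred and Ksr families, the genes of the lists, and the 5 largest log2 fold changes in each direction. For these 10, an adjusted p-value below 0.05, a mean log2 CPM of at least 5 and the same direction in all 4 mice were required.

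The alternatives were scaling by library size alone, DESeq2 1.42.0 (Wald test with its size factors), limma 3.58.1 (voom) with and without the donor block, the donor block in edgeR, no filter, a filter of at least 10 counts in every library, a test against a log2 change of 1, and leaving out each library in turn. After the data had been examined, the mitochondrial share or the mean of a list of proliferation genes as a covariate, the removal of the 18 genes that took over 1% of any library, and offsets for GC content and gene length (with and without the donor block) were added. The closing section gives their effect.

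The fits were tested on simulated counts drawn for the 14491 genes from the means and sizes of these libraries, with 200 genes changed by known fold changes. The simulated dispersion was 0.05, well under the common dispersion of 0.245 estimated from the libraries, so the simulation was easier than the data and its recovery does not carry over to them. EdgeR's test recovered 176 of the 200 with 6 false calls. With the donor block it recovered 172 with 7 false calls, limma-voom recovered 172 with 10, and DESeq2 recovered 176 with 30. No donor effect was simulated, so these counts do not show what the block gains in the data. As many genes were changed up as down, so the normalization was not tested against a shift between the tissues.

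With 4 libraries per tissue, the exact permutation test cannot give a p below 0.0286, and the sign-flip test cannot give one below 0.125. Counting error is small for most of the genes discussed, and the spread between mice limits the precision. For the low-count genes for which the range of counts is given, counting error adds to it.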

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

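The tests of explanations in this part were chosen only after the results had been seen, except the splits of the mice.

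The legend of Fig. 2 and the sample labels name mice 1 and 4 as female and mice 2 and 3 as male. The paper does not report on sex-linked transcripts. The summed count of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was 2721 to 4285 in the 4 libraries labelled female and 0 to 11 in the 4 libraries labelled male. Xist, which is transcribed from the inactive X chromosome, had 0 to 13 counts in the libraries labelled female and 1778 to 7694 in those labelled male. Only 5 genes differed between the sexes as labelled at an adjusted p-value below 0.05 in edgeR's quasi-likelihood test (799 at an unadjusted p below 0.05), and these were Xist and the 4 Y-linked genes. In 4 of the 4 mice, the libraries of both tissues went against the sex label. Reads shared with the X-linked paralogs would place Y-linked counts in every library, but the highest summed count in a library labelled male was 11. In a mixture of male and female material, Xist would be present beside the Y-linked genes. The highest Xist CPM in a library labelled female was 0.426% of the lowest in a library labelled male. The order of the enterocyte and colonocyte gene lists followed the tissue label in 8 of the 8 libraries, so the tissues were not exchanged. Sex labels exchanged between mice remain as a candidate explanation. The data do not show whether the label or the animal number is at fault, and no biological explanation was tested. The comparison of SI with COL uses 1 library of each tissue per mouse and is not changed by the sex label. Of the 3 ways to split the 4 mice into 2 and 2, 1 gave as many as 5 genes, the one by label, and the other 2 gave 0 genes (1182 and 212 at an unadjusted p below 0.05). With 3 splits, chance cannot be excluded by this count.

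No gene had a tissue difference that differed between the sexes as labelled at an adjusted p-value below 0.05, with 761 genes at an unadjusted p below 0.05.

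Etv4, Etv5 and Epha4 belong to a list of 10 ERK-induced transcripts written before the data were examined. Fig. 2b does not show these 3 genes, and they were higher in COL. Their log2 fold changes between SI and COL were -4.79 (standard error 0.96, adjusted p = 0.00315), -5.08 (standard error 0.50, adjusted p = 3.29e-05) and -2.97 (standard error 0.74, adjusted p = 0.0109) by edgeR's quasi-likelihood test. Each was higher in COL in 4 of 4 mice and stayed past the threshold in all 8 fits that left out 1 library. In the longest Etv5 transcript, 26.8% of the 50-base stretches also occur in another gene. For Phlda1 and Ccnd1, which are on the same list, the shares are 33.2% and 27.2%. The weighing of explanations for the list is given under the other observations.

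In 142 groups of 4 libraries, a library was compared with the others of its tissue by the gap to its nearest neighbour over the range. This ratio was above Dixon's critical value in 9 groups, where about 7.1 are given by chance. Among single genes, these were Dusp6 in SI (0.878, SI2 lowest), Mapk3 in SI (0.861, SI1 highest), Mapk14 in COL (0.853, COL2 highest), Hras in COL (0.859, COL1 highest) and Ccnd1 in COL (0.849, COL1 highest). They fall in several libraries, and no explanation was tested for them. The other 4 are gene lists in SI, and in all of them SI1 stands apart. These are the stem list (0.845, lowest), the proliferation list (0.832, lowest), the mean of Lyz1 and Cdx2 (0.877, lowest) and the list of positional genes (0.843, highest). SI1 had 14.0 CPM of Mki67 against 178, 120 and 68.5 CPM in SI2, SI3 and SI4, and 0.634 CPM of Lgr5 against 9.91, 11.2 and 5.81 CPM there. A low depth is not the reason, since SI1 ranks 1, the highest, in total counts among the SI libraries. If SI1 held more villus cells, it should have the highest enterocyte list and the lowest Paneth, stem and proliferation lists, and 4 of these 4 lists place it there. However, the low stem and proliferation lists are what drew attention to SI1, and Lyz1, which was low there, is in the Paneth list, so at least 2 of the 4 were fixed in advance and the count does not test the explanation. More villus material in SI1 and a biological difference of this mouse cannot be told apart. Without SI1, 3409 genes differed between SI and COL, and 11 of the 29 transcripts of Fig. 2b.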

How the results depend on the processing

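The log2 fold changes of Dusp6 and Ksr1 were positive under all 21 alternatives. Dusp6 was past the threshold under each of them (1.54 to 2.55 over the 13 alternatives that keep all libraries, adjusted p at most 0.0334), and Ksr1 under all but the test against a log2 change of 1 (1.79, adjusted p = 0.0872, within a range of 3.76e-05 to 0.0872). The number of genes differing between SI and COL fell to 2072 under that test and was otherwise within 1.5 times of 4116. From 3167 to 4480 genes differed across the 8 fits that each left out 1 library.

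With scaling by library size alone, the median log2 fold change of all genes moved from -0.09 to -0.82, and several log2 fold changes changed sign. Nras became -0.037, Dusp4 -0.11, Mapk3 -0.61, Spred2 -0.63 and Mapk14 -0.61. Relative to the median gene, all of these stayed positive, at 0.79, 0.72, 0.22, 0.19 and 0.21. Of the 5903 genes called, 18.9% were higher in SI, against 54.7% with TMM, and 33.3% of the called transcripts of Fig. 2b were higher in SI, against 72.7%. Cdx2 became significant at -1.69, and Actb lost significance at 1.45. The number of Sprouty and Spred genes was 3 instead of 1, PC1 held 50.1% of the variance, and the handling response list moved to -0.78 (two-sided exact permutation test, p = 0.0286).

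With DESeq2, 2 Sprouty and Spred genes were called, Gapdh became significant at 1.34, 32 genes instead of 5 differed between the sexes as labelled, and 11 instead of 0 had a tissue difference that differed between them. With limma-voom, 2 Sprouty and Spred genes were called, Gapdh became significant at 1.50, Cdh1 changed sign to 0.0115 and Dusp4 to -0.28. Limma-voom with the donor block gave 1.49 for Gapdh, past the threshold, and 0.0013 for Cdh1.

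With the donor mouse as a block in edgeR, 4072 genes differed, Cdh1 changed sign to 0.0012, and Actb lost significance at 2.21. The difference of the ERK output list is -1.36 with and without pairing by arithmetic, and the exact sign-flip test gave p = 0.125, the smallest that 4 mice allow.

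Without a filter, Actb lost significance at 2.15 and PC1 held 28.5% of the variance. With at least 10 counts in every library, 2 Sprouty and Spred genes were called, Cdx2 became significant at -0.98, and no gene differed between the sexes as labelled (563 at an unadjusted p below 0.05), since this filter removes Xist and the Y-linked genes. Under the same filter Spred2 changed sign to -0.042 and Mapk14 to -0.023. The ERK output list reversed to 0.26, over 5 of its 10 genes, and the handling response list to 0.40, over 11 of its 14 genes. This filter takes out genes that are near zero in one tissue.

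Tested against a log2 change of 1, 4 transcripts of Fig. 2b and 0 Sprouty and Spred genes were called (0 at an unadjusted p below 0.05), and Actb lost significance (2.20, adjusted p = 0.0544, within a range of 9.53e-17 to 0.0634). PC1 held 66.6% of the variance with genes centred only and 89.9% with the 500 most variable genes.

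Across the fits that left out 1 library, the ranges were 0 to 1 for the Sprouty and Spred genes (2 at an unadjusted p below 0.05 where none was called), -1.12 to -0.63 for Cdx2, -0.16 to 0.13 for Cdh1, 41.4% to 48.8% for PC1, -1.57 to -1.15 for the ERK output list and -0.24 to 0.079 for the handling response list. The exact permutation test of the ERK output list gave 0.0571 in the 4 fits that left out a COL library. For Dusp4 they were -0.14 to 1.08, for Spred2 -0.038 to 0.26, for Mapk14 -0.0395 to 0.31, for Map2k1 -0.31 to 0.063 and for Dusp10 -0.89 to 0.067.

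The remaining alternatives were chosen after the data had been examined. With the mitochondrial share as a covariate, 2 Sprouty and Spred genes were called, and Gapdh became significant at 1.33. With the proliferation list as a covariate, 0 Sprouty and Spred genes were called (1 at an unadjusted p below 0.05), Fosb changed sign to -0.27, Spred2 to -0.081 and Mapk14 to -0.019. With the genes over 1% of a library removed, 2 Sprouty and Spred genes were called, and Spred2 changed sign to -0.019 and Mapk14 to -0.012. With GC and length offsets, 2 Sprouty and Spred genes were called, Gapdh became significant at 1.51, and Cdh1 changed sign to 0.081 and Braf to 0.012. With these offsets and the donor block, Gapdh was significant at 1.51, and Cdh1 was 0.062 and Braf 0.036.

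For the 45 named genes other than Dusp6, Ksr1, Cdx2, Cdh1, Gapdh and Actb, with the changes of sign given above counted again, 571 comparisons with alternatives that keep all libraries gave 13 losses and 27 gains of significance and 15 changes of sign, and 360 comparisons that left out a library gave 7 losses, 6 gains and 7 changes of sign. The cause of these changes was not tested. The counts of Spred3, Fosl1 and Etv4 in SI were low, which adds counting error to their fold changes.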

Differences from the paper's values

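For E-cadherin (Cdh1), the log2 fold change was -0.0075 against the paper's 0.004. The values differ in sign, and both are small beside the standard error of 0.35. Among the alternatives set before the data were examined, the value was positive with limma-voom (0.0115), with the donor mouse as a block (0.0012), with limma-voom and the block (0.0013) and without SI2, SI3, COL3 or COL4 (0.073, 0.10, 0.061 and 0.13), and these lie within the standard error of the paper's value. It was negative with the others. With GC and length offsets, chosen after seeing the values, it was 0.081, and 0.062 with the donor block in addition.

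PC1 held 45.5% of the variance, against the paper's value of about 69% in Fig. 2a, read by eye. With genes centred only, it held 66.6%, with the 500 most variable genes 89.9%, with library size only 50.1%, and without SI2, SI3, COL2, COL3 or COL4 between 47.3% and 48.8%, all within 1.5 times of the paper's value. This band is wide, and of these values only the 66.6% lies close to the paper's. Without a filter it held 28.5%, and without SI1, SI4 or COL1 41.4%, 44.22% and 44.2%.

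PC2 held 22.9% of the variance, against the paper's value of about 12% in Fig. 2a, read by eye. With genes centred only it held 13.3%, and none of the other alternatives set before the data were examined closed the gap. Centring without scaling was thus the only setting close to the paper's values of both PC1 and PC2. The paper's text does not say whether genes were scaled.

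The legend of Fig. 2 names GAPDH as differentially expressed. Gapdh had an adjusted p of 0.0687 in edgeR's quasi-likelihood test. It was past the threshold with limma-voom (0.0327), limma being the tool that the paper's methods name, with limma-voom and the donor block (0.0219) and with DESeq2 (0.0102). With settings chosen after seeing the values, it was also past it with the mitochondrial share as a covariate (0.0038), with GC and length offsets (0.0339), and with these and the donor block (0.0431).

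The legend of Fig. 2b describes the ERK-pathway components as differentially expressed, and 18 of the 29 analysed here were not past the threshold of edgeR's test. Of these 18, limma-voom called Spry2, DESeq2 called Spry2, and limma-voom with the donor block called Map2k2, Errfi1 and Sos1. Scaling by library size alone called Braf, Hras, Spry2, Dusp1 and Spry1, all higher in COL, but it moves the median log2 fold change of all genes to -0.82, and relative to that median Braf was at -0.03 and Hras at -0.11. The filter of at least 10 counts in every library called Spry2. Leaving out a library called Dusp8 (without SI2 or COL4), Map2k2 (without COL2) and Sos1 (without COL2). With settings chosen after seeing the values, the mitochondrial share as a covariate called Map2k2, Nras, Sos1 and Spry2, the proliferation list as a covariate called Dusp1, the removal of genes over 1% of a library called Spry2, GC and length offsets called Dusp8, Map2k2, Sos1 and Spry2, and these offsets with the donor block called Map2k2 and Sos1. Fosb, Dusp4, Mapk3, Spred2, Mapk14, Map2k1, Dusp10 and Spry4 were called under none of the settings.

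The text gives Spred and Sprouty as more abundant in COL crypts. Spred1 was past the threshold of edgeR's test, with a log2 fold change of -1.44 (adjusted p = 0.0292). Spred2 had a log2 fold change of 0.09, and Spry1, Spry2, Spry4 and Spred3 were lower in SI without passing that threshold. With limma-voom, Spry2 was past it (adjusted p = 0.0374), but with limma-voom and the donor block it was not. The mean over the 6 genes was lower in SI in 4 of 4 mice (two-sided exact permutation test, p = 0.0286, adjusted to 0.0457 over the 16 gene lists). Lists of tissue-marking genes, which had the same p, lowered this adjusted value.

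The text gives Cdx2 expression as rising along the intestine toward the colon, directly after a sentence on the Western blots of Fig. 2d. The values here compare only SI with COL crypt RNA. Cdx2 had a log2 fold change of -0.87 with an adjusted p of 0.0918 in edgeR's test, and it was past the threshold with library size only, with at least 10 counts in every library and without COL2.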

Other observations

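The tests of the scaling, the covariates, the offsets, the removed genes and the stromal genes for the ERK output list were chosen only after its difference had been seen. The covariates, the offsets and the removed genes for the number of Fig. 2b transcripts were also added after the data had been examined. The other tests in this part were set before the results were seen.

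The paper places higher ERK activity in SI, with MEK/ERK phosphorylation and DUSP6 on Western blots among its evidence (Fig. 2d, e). A list of 10 ERK-induced transcripts (Phlda1, Spry2, Spry4, Dusp4, Dusp6, Ccnd1, Epha2, Epha4, Etv4 and Etv5), of which Fig. 2b shows 4, was used to test whether the ERK transcriptional output is higher in SI. It measures RNA and not phosphorylation. Its members Spry2 and Spry4 are also counted with the Sprouty and Spred genes, so the results for these lists are not independent. The mean log2 CPM of the ERK output list was 1.38 ± 0.52 in SI and 2.75 ± 0.26 in COL (SD, n = 4), a difference of -1.36 that was negative in all 4 mice (two-sided exact permutation test, p = 0.0286, adjusted to 0.0457 over 16 lists). Lists of tissue-marking genes, which had the same p, lowered this adjusted value. Set against all other genes, the ERK output list was not past the threshold in limma's camera test (adjusted p = 0.139 over the 16 lists, and adjusted p = 0.258 with the donor mouse as a block). Past the threshold of edgeR's test, 2 genes (Dusp6 and Epha2) were higher in SI and 3 (Epha4, Etv4 and Etv5) in COL. The numbers were 2 and 6 with limma-voom and with scaling by library size alone, and 2 and 4 with DESeq2. The list did not move as one. Epha2 had a log2 fold change of 2.57 (standard error 0.32, adjusted p = 0.000156). With scaling by library size alone, the list difference was -2.02. Over the 4 alternatives that keep all libraries, it ranged from -2.35 to 0.26. The mean of edgeR's log2 fold changes over the 10 genes was -1.16. It was -1.22 with the mitochondrial share as a covariate, -0.90 with the proliferation list as a covariate, -1.09 with GC and length offsets and -1.27 with the genes over 1% of a library removed. No p was computed for these means. The proliferation list took up part of the difference, and none of the 4 settings lowered it by more than 1.5 times. The mitochondrial share, with a correlation of -0.10 with tissue, could hardly lower it. A list of stromal genes differed by -0.78 (two-sided exact permutation test, p = 0.371) and was higher in COL in 4 of 4 mice. By library, however, the stromal list of COL1, which had the highest ERK output list (3.07), was -1.20 and thus below that of 2 of the 4 SI libraries, SI2 (0.90) and SI3 (-0.81), whose ERK output lists were 1.46 and 2.05. This comparison rests on a single COL library, so RNA from stromal cells in COL crypts remains open as an explanation. With at least 10 counts in every library, which left 5 of the 10 genes, the list was higher in SI, by 0.26 (two-sided exact permutation test, p = 0.4). A further hypothesis that remains is that single ERK targets may be set by tissue-specific regulation other than ERK activity.

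In the crypt protocol for organoids, the colon is kept longer and in more EDTA than the SI, which could raise immediate-early transcripts. A list of 14 such genes that shares none with Fig. 2b differed by -0.09 between SI and COL (two-sided exact permutation test, p = 0.771) and was higher in SI in 2 of 4 mice. With scaling by library size alone it differed by -0.78, close to the shift of the median gene under that scaling. Single genes of the list went in opposite directions. Zfp36 and Socs3 were higher in SI, with log2 fold changes of 2.73 and 2.74, and Nr4a1 was higher in COL, with -4.48 (adjusted p of 0.000902, 0.00132 and 0.000591 by edgeR's test).

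The number of 11 among the transcripts of Fig. 2b was tested against technical explanations. It was 15 with the mitochondrial share as a covariate, 15 with GC and length offsets, 12 with the genes over 1% of a library removed and 9 with the proliferation list as a covariate, under which 8 of the 11 were kept. None of these falls below the count by more than 1.5 times. The mitochondrial share was nearly uncorrelated with tissue (correlation -0.10), so this covariate could hardly lower the number and does not test that explanation. The proliferation list itself differed by -0.78 between SI and COL (two-sided exact permutation test, p = 0.229), so this covariate can take up part of the tissue difference. A list of immune genes was higher in SI, by 2.71 in mean log2 CPM and in 4 of 4 mice (two-sided exact permutation test, p = 0.0286). In edgeR's test, 2 of its 6 genes tested, Cd74 and Cd3e, were past the threshold. No fit had this list as a covariate, so RNA from immune cells in SI crypts remains open as an explanation.

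The 8 libraries can be split into 4 and 4 in 35 ways, and 8 of these part the SI and COL libraries of all 4 mice. Among these 8, 1 split, that by tissue, gave as many as 4116 genes, 1 gave as many as 11 transcripts of Fig. 2b, and 1 gave as many as 1 Sprouty or Spred gene. The other 7 gave 0 genes (at most 969 at an unadjusted p below 0.05). With 8 splits the share cannot go below 0.05, so chance cannot be excluded by this count alone. Of the splits that part fewer pairs, those that part none compare mice only, and the others compare mice as well as tissues. The largest number among them was 4 genes, in the split by mouse sex, which here has no term for tissue. With that term, the comparison of the sexes gave 5 genes. The split by mitochondrial share gave 0 genes (1919 at an unadjusted p below 0.05).

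COL2 had the highest mitochondrial share (50.8%), the lowest total count and, among the COL libraries, the highest Ksr1 and the lowest Cdx2, Dusp6 and Gapdh. Apoa1 alone reached 64614 CPM in SI1 and 19084 CPM in SI3. In COL, the summed CPM of Apoa1, Fabp1, Lct, Sis and Gata4 was at most 0.181% of the SI mean, in COL4.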
